# Characterization of *Batrachochytrium dendrobatidis* Inhibiting Bacteria from Amphibian Populations in Costa Rica

**DOI:** 10.3389/fmicb.2017.00290

**Published:** 2017-02-28

**Authors:** Joseph D. Madison, Elizabeth A. Berg, Juan G. Abarca, Steven M. Whitfield, Oxana Gorbatenko, Adrian Pinto, Jacob L. Kerby

**Keywords:** amphibian, microbiome, *Serratia marcescens*, RNA-sequencing, *Batrachochytrium dendrobatidis*

## Abstract

Global amphibian declines and extinction events are occurring at an unprecedented rate. While several factors are responsible for declines and extinction, the fungal pathogen *Batrachochytrium dendrobatidis* (*Bd*) has been cited as a major constituent in these events. While the effects of this chytrid fungus have been shown to cause broad scale population declines and extinctions, certain individuals and relict populations have shown resistance. This resistance has been attributed in part to the cutaneous bacterial microbiome. Here, we present the first study characterizing anti-*Bd* bacterial isolates from amphibian populations in Costa Rica, including the characterization of two strains of *Serratia marcescens* presenting strong anti-*Bd* activity. Transcriptome sequencing was utilized for delineation of shifts in gene expression of the two previously uncharacterized strains of *S. marcescens* grown in three different treatments comprising *Bd*, heat-killed *Bd*, and a no *Bd* control. These results revealed up- and down-regulation of key genes associated with different metabolic and regulatory pathways. This information will be valuable in continued efforts to develop a bacterial-based approach for amphibian protection as well as providing direction for continued mechanistic inquiries of the bacterial anti-*Bd* response.

## Introduction

The role of the bacterial microbiome in conferring disease resistance has been the subject of intensive study in a number of disease systems. This area has critical importance in elucidating the mechanisms of disease dynamics in the context of important host relationships with bacteria. Inquiries into such systems is an important frontier in many taxa undergoing biodiversity loss. Examples include diseases such as white-nose syndrome caused by *Pseudogymnoascus destructans* in bats (Hoyt et al., 2015) and chytridiomycosis caused by *Batrachochytrium dendrobatidis* (hereafter *Bd*) and *Batrachochytrium salamandrivorans* (hereafter *Bsal*) in amphibians (Longcore et al., 1999; Martel et al., 2013). There are also several anthropocentric reasons to decipher these relationships. Indeed, the role of the bacterial microbiome in agriculturally important plant diseases (Berendsen et al., 2012) and medical applications in human disease (Schwabe and Jobin, 2013; Kostic et al., 2014) necessitates the need for basic research in this field of study. Specifically, the underlying genetic mechanisms that bacteria utilize in mitigating disease risk is an understudied area in disease dynamics. While previous work has examined bacterial gene expression in response to disease in humans (Duran-Pinedo et al., 2014), this is generally lacking in many of the other important disease systems of animals where conservation priorities are a concern.

This study seeks to characterize amphibian cutaneous bacteria and their role in ameliorating amphibian population declines. These declines have been attributed to a variety of factors including habitat loss, global climate change, disease, and environmental contaminants (Collins and Storfer, 2003). In conjunction with other factors, disease has been directly attributed to extinction of various amphibian species (Crawford et al., 2010). Specifically, the *Ranavirus* of the Iridoviridae and the fungal pathogens *Bd* and the now emerging *Bsal* are of concern vis-à-vis the health of at-risk amphibian populations (Martel et al., 2013).

In the wake of devastation that often follows these epizootic events, there are sometimes small relict populations that seem to have an innate resistance to avoid disease (Chaves-Cordero et al., 2014). This survival has been attributed to a variety of factors including the cutaneous bacterial microbiome and host-produced skin peptides (Woodhams et al., 2007a,b,c). An adaptive immune response has also been investigated with results that vary by amphibian species and stage of development (Rollins-Smith, 1998; Ramsey et al., 2010; Poorten et al., 2015). While all of these aspects are important, the possibility of developing probiotic based protection through exploitation and manipulation of the amphibian cutaneous bacterial microbiome has gained recognition as a major research objective. It has been shown that while whole bacterial community composition is important (Rebollar et al., 2016a), there are often specific bacterial species with strong anti-*Bd* properties (Harris et al., 2009). While previous work has examined the transcriptomic response of Anurans to *Bd* (Rosenblum et al., 2012a; Ellison et al., 2014; Price et al., 2015) and also the transcriptome of *Bd* (Rosenblum et al., 2008, 2012b), there have been no studies delineating the transcriptomic response of bacteria to *Bd*. However, there have been studies examining the bacterial metabolites produced in known anti-*Bd* bacteria (Brucker et al., 2008a,b; Belden et al., 2014; Loudon et al., 2014). One important bacteria that has been the subject of various papers is the anti-*Bd* bacteria *Janthinobacterium lividum* (Brucker et al., 2008a). This bacteria produces a secondary metabolite, violacein, which has important similarities to the secondary metabolite prodigiosin produced in another known anti-*Bd* bacteria, *Serratia marcescens*. *J lividum* is also known to produce extracellular chitinases similar to those of *S. marcescens* (Gleave et al., 1995). These similarities could present an important pathway for general anti-*Bd* inhbition. These studies also provide an important overall context for interpreting results presented herein. The need for work addressing these issues has been suggested in recent communications (Woodhams et al., 2016).

To explore the mechanisms by which individual bacteria may be deterring *Bd* growth and thus allowing amphibian persistence in a disease outbreak, our group has sampled various relict, recovering, and unaffected amphibian populations in Costa Rica. Bacterial species were isolated in pure culture and assayed for *Bd* inhibition. Of those bacteria that were determined to be strong anti-*Bd* candidates, two strains of *S. marcescens* were selected for further characterization. Previous studies have examined other *Serratia* spp. that have known anti-*Bd* activity *in vitro* (Woodhams et al., 2014; Becker et al., 2015). It was hypothesized that there would be significant gene up- and down-regulation in *S. marcescens* gene expression as a response to *Bd* which could highlight transcriptomic shifts associated with specific bacterial response mechanisms. Also examined was the expression of genes that are involved in canonical *S. marcescens* antifungal pathways. Known antifungal pathways include the production of broadly antifungal enzymes such as extracellular chitinases and glucanases, as well as the production of secondary metabolites such as prodigiosin (Duzhak et al., 2012; Gutiérrez-Román et al., 2015; Tan et al., 2015). Elucidations from this data will allow for more in-depth studies to occur on the mechanisms by which *S. marcescens* inhibits *Bd* growth. Such mechanistic determinations could be utilized in work developing probiotic bioaugmentation tools for use on both captive and wild amphibian populations.

## Materials and methods

### Bacterial isolation

Field sampling for cutaneous bacteria was conducted between March and November 2012 by searching for amphibians in relict populations at sites where they had been previously reported (Puschendorf-Fahrenkrug et al., 2005; Hoffmann, 2006; Abarca et al., 2010; Chaves-Cordero et al., 2014). Bacterial isolates were obtained by swabbing 191 frogs belonging to 12 amphibian species in neotropical montane regions of Costa Rica (Figure 1; species collected given in Supplementary Table 4). Frogs were captured with plastic bags and handled using fresh disposable nitrile gloves. The capture of transient surface bacteria was reduced by washing the entire body of individuals for seven seconds with sterile distilled water. Individuals were swabbed over the entire body using a sterile cotton swab. First, swabs were streaked onto the surface of Reasoner's 2A (R2A) agar in a petri dish to obtain bacteria; subsequently the washing was continued with sterile distilled water, and a second swab from the frog was streaked onto chitin agar media for obtaining actinomycetes. Plates were cultured at 25–28°C and colony formation was observed daily. In the case of R2A media, the formation of bacterial colonies was observed at 2 or 3 days of isolation, and one to 2 weeks for actinomycetes. The different colonies were then purified on a new medium: Luria-Bertani (LB) for bacteria from R2A media and yeast malt extract agar (YMEA) for actinomycetes. Each bacterial isolate was cryopreserved with liquid LB media with 40% glycerol and YMEA liquid media with 20% glycerol, respectively. All work with amphibians was carried out in accordance with the recommendations of the Institutional Commission on Biodiversity at the University of Costa Rica. Amphibian sampling resulting in the bacteria used in this study was done in conjunction with Adrian Pinto at the University of Costa Rica, with research permits approved by the Institutional Commission on Biodiversity at the University of Costa Rica (Resolutions 014).

**Figure 1:**
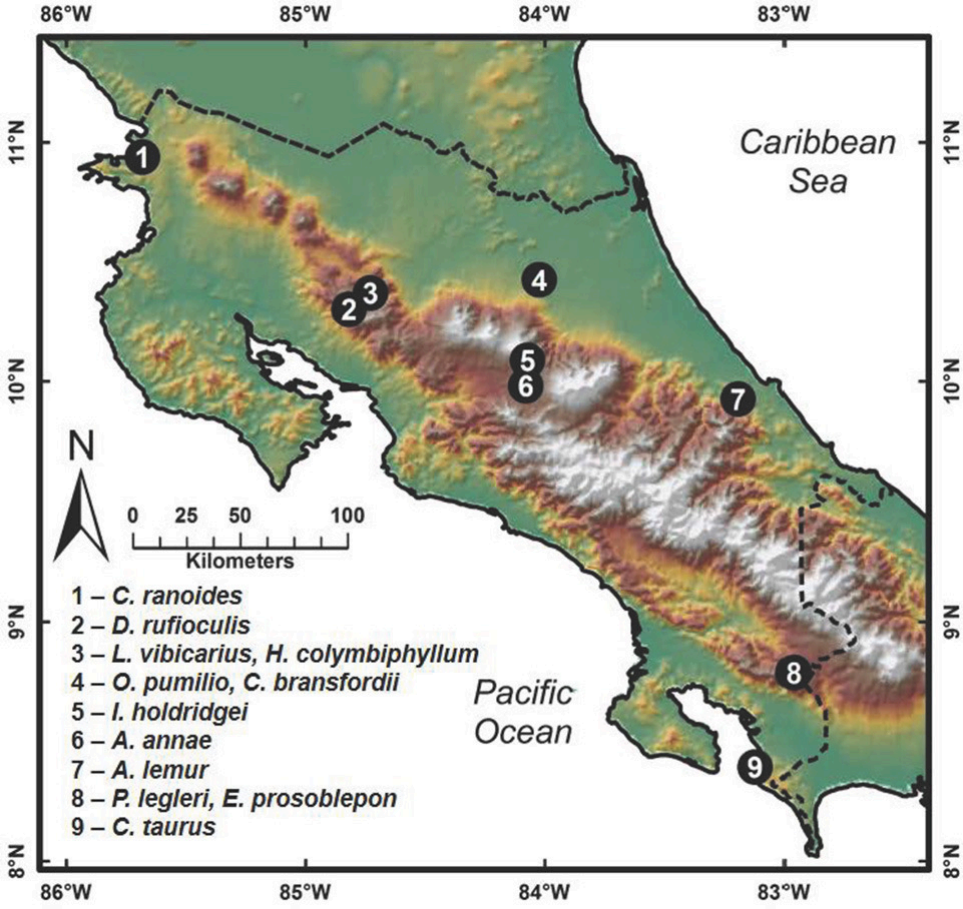
**Map showing amphibian collection sites in Costa Rica where amphibians were swabbed for bacterial isolates**. Species collected at each site are given.

### Cell-free supernatant challenge assay

A cell-free supernatant assay was initially used to examine anti-*Bd* potential of bacterial isolate extracts. This assay followed closely to the protocol outlined by Bell et al. (2013). Briefly, bacterial isolates were first inoculated into 2 mL of sterile tryptone gelatin hydrolysate lactose (TGhL) medium and incubated at 25°C for 48 h. They were then centrifuged at 5,796 g for 10 min to pellet cells. The supernatant was transferred to 1.5 mL filter microtubes and centrifuged again at 5,796 g for 10 min until only peptides remained suspended in the broth. Experimental and control wells were divided on 96-well microplates. The experimental wells contained 50 μL of *Bd*-inoculated TGhL broth (3.15 × 106 zoospores per mL), 45 μL TGhL medium, and 5 μL of the bacterial isolate. Three controls were used. The positive control wells contained 50 μL of *Bd*, 45 μL TGhL medium, and 5 μL deionized water. The negative control wells contained 50 μL of heat killed *Bd* (raised to 60°C for 30–60 min), 45 μL of TGhL medium, and 5 μL deionized water. The final wells were blanks and contained 95 μL TGhL medium and 5 μL deionized water. Complete plates contained four replicates of each bacterial isolate and eight replicates of the positive, negative, and medium-only controls. Absorbance values were recorded after plate setup was completed (day 0) and then every 24 h on a spectrophotometer (BioTek Take 3) at 492 nm until maximum *Bd* growth (day 14). Plates were kept at room temperature in the dark between absorbance value recordings. Ninety bacterial isolates were examined using this method. The mean daily absorbance values of all replicate and control wells were calculated daily using a spectrophotometer. A generalized linear model (GLM) was used to compare each isolate with replicated controls. Increasing absorbance indicates zoospore reproduction and growth, while decreasing absorbance indicates zoospore death.

### Agar plate challenge assay

For the agar plate challenge assay, plates with TGhL agar were inoculated with a lawn of *Bd* (strain JEL 731, isolated from *Craugastor bransfordii* at La Selva Biological Station, Costa Rica). This lawn was then streaked with one of the bacterial isolates with each isolate being examined in triplicate. Each bacteria was incubated for 48–72 h at 25°C and then flooded with 3 mL of *Bd*-inoculated broth (3.15 × 10^6^ zoospores per mL) and left for 1–2 h until agar had absorbed most of the *Bd*-inoculated broth. Each plate had two bacterial strains, with pairs randomized across four replicates. Pictures were taken of the bacteria every 24 h for 3 days. ImageJ software was used to standardize measurements. Zone of inhibition (ZOI) was measured by calculating the area of each zone [Area = (ZOI length–bacteria length) × (ZOI width–bacteria width)]. A GLM was used to compare each isolate to a theoretical control where the ZOI = 0. All of the isolates but one exhibited a ZOI, but only 38 of the 86 had a significant *p*-value (*p* < 0.05). After 2 days of growth at 20°C, the resulting zone of inhibition was quantified. Of those bacteria that were determined to be strong anti-*Bd* candidates and identified using 16S rDNA sequencing, two strains of *S. marcescens* were selected for further characterization. The two strains had 91% 16S rDNA partial sequence homology (BLAST Needleman-Wunsch alignment). Both strains of S. marcescens used in this study were isolated from a single captured and released specimen of *Agalychnis annae* from a successfully translocated population established from a relict population in Costa Rica.

### 16S rDNA sequencing

DNA was extracted from 36 bacterial isolates with the greatest *Bd-*inhibitory properties. DNA extraction utilized a Qiagen DNeasy Blood and Tissue kit (Qiagen-Hilden, Germany). DNA preparation for sequencing was done according to manufacturer directions. Briefly, extracted DNA was amplified using the eubacterial primers 27f (5′-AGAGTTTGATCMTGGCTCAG-3′) and 1492r (5′-ACCTTGTTACGACTT-3′). This amplified product was then sequenced with the original primers as well as the internal primers 907r (5′-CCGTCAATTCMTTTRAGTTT-3′) and 704f (5′-GTAGCGGTGAAATGCGTAGA-3′). The BigDye Terminator v3.1 cycle sequencing kit was utilized in sequencing. Sequencing was carried out using an Applied Biosystems 3500 Genetic Analyzer (Life Technologies-Carlsbad, California, USA). The output sequencing data was assembled with Geneious (version 7.0) and subjected to taxonomic identification using BLAST in the NCBI database.

### Bacterial and fungal growth analysis

All fungal growth was done in lactose TGhL broth as per previous studies (Bell et al., 2013). Growth curves of *S. marcescens* were also acquired under the varying treatments (control, Bd, heat-killed Bd). These growth curves were acquired using serial dilutions followed by plating and counting of colony forming units to avoid the non-distinguishing reading of zoospores from bacterial cells by the spectrophotometer which would have resulted in skewed bacterial cell counts between treatments.

### RNA-sequencing

*Bd* strain JEL731 was used in this experiment. *S. marcescens* (described above) were isolated from the cutaneous layer of *A. annae*. Both *S. marcescens* strains were subsequently shipped from Costa Rica to the University of South Dakota and grown in culture on LB agar. TGhL broth was inoculated with *Bd*, mixed, and spiked with *S*. *marcescens* according to our experimental conditions. Each experimental condition was done in triplicate with bacterial populations of both strains (at 20°C). Experimental conditions included a no-*Bd* zoospore control, heat-killed *Bd* zoospore control (killed by exposure to 20 min at 50°C; Johnson et al., 2003), and live-*Bd* zoospores. The concentration of *Bd* zoospores used for both heat-killed and live-*Bd* zoospore experimental conditions were 25 × 10^4^ zoospores/mL (measured with a hemocytometer). Cultures were incubated at 20°C with RNA being extracted in bacterial exponential growth phase at 12 h (Figure 2). RNA extraction was done by initially stabilizing bacterial RNA with RNAprotect bacteria reagent (Qiagen-Hilden, Germany). Enzymatic lysis was subsequently used using an EDTA (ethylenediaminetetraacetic acid)/lysozyme solution buffered with Tris. RNA purification was then carried out using an RNeasy kit (Qiagen-Hilden, Germany) following standard protocols. Purified RNA was then transported from the University of South Dakota to the WestCore DNA core facility for sequencing preparation and sequencing. Subsequent rRNA depletion of total-RNA for both bacteria and fungi was accomplished using a modified protocol for a Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA). The modified protocol included probes from both the yeast and bacterial rRNA Removal Kits which were combined in a 1:1 ratio to the recommended concentration for a one probe kit. Clean-up of the rRNA reduced RNA was done using a RNA-Clean and Concentrator kit (Zymo Research-Irvine, CA) following manufacturer instructions. RNA quality (RIN score) was obtained on a LabChip GX (Caliper, a PerkinElmer company, Hopkin, MA) using the PicoRNA assay. RNA quantity was measured on a Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). Subsequent library preparation for sequencing utilized the Illumina ScriptSeq RNA-Seq Library Kit. Library quantification was done with a LabChip GX using the DNA High Sensitivity assay and Qubit 2.0 Fluorometer. Indices were added for a six sample multiplex on a one lane flowcell. The Illumina MiSeq platform was used for the sequencing run using the version 3 reagents kit to obtain 2 × 76 bp reads (paired-end).

**Figure 2:**
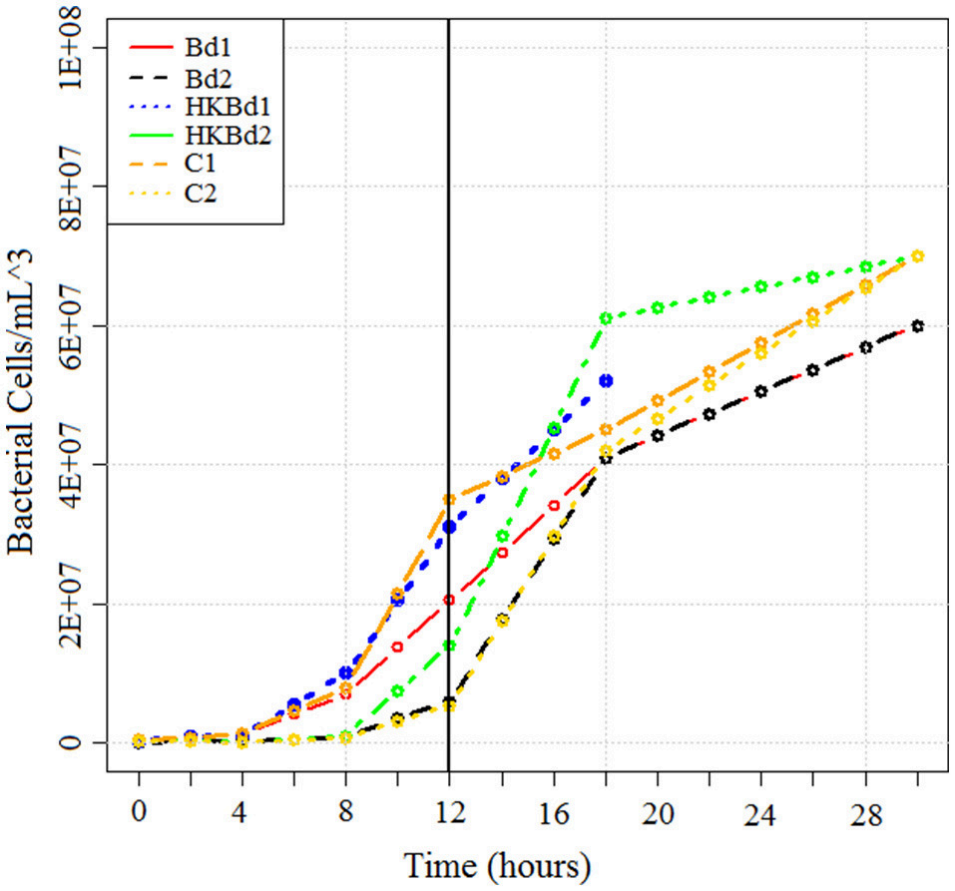
**Growth curve of bacteria in all treatments obtained using serial dilution plating**. RNA was extracted at *T* = 12 h (indicated by vertical line). Bd1 and Bd2 indicate *S. marcescens* strains one and two grown with *Bd*, respectively. Heat-killed Bd1 and heat-killed Bd2 indicates *S. marcescens* strains one and two grown with heat killed *Bd*, respectively. No Bd1 and no Bd2 indicates *S. marcescens* strains one and two grown without any *Bd*, respectively.

### qPCR verification

A subset of differentially expressed genes (DEGs) identified through RNA-sequencing were verified using RT-qPCR. RNA was from the same samples utilized in the RNA sequencing and were reverse transcribed to cDNA using the Quantitect Reverse Transcription Kit (Qiagen-Hilden, Germany). Real-time PCR was done on the StepOnePlus Real-Time qPCR-system (Applied Biosystems-Foster City, California) using SYBR Green chemistry as provided by the SYBR Green PCR Kit (Qiagen-Hilden, Germany). All qPCR was carried out with no-RT and no-template negative controls. The *narG* (nitrate reductase) gene and *fadE* (acyl-conezyme A dehydrogenase) gene were examined due to their significant upregulation observed in RNA-seq analysis. Other genes examined included *chiA* (chitinase A) and *pigM* (key-regulatory enzyme in the prodigiosin production pathway) to confirm lack of differential expression as seen in RNA-seq analysis. The reference genes *dnaE* and *rplU* were utilized for statistical comparison. Every gene analyzed had expression determined under every experimental condition (*Bd* treatment, HK-*Bd* treatment, and no-*Bd* control). All primer sequences used were either from the literature or designed in NCBI using the Primer BLAST tool followed by verification in our laboratory (primer sequences, Supplementary Table 1).

### Statistical analyses

De-multiplexing of raw data was done on Illumina BaseSpace as part of the BaseSpace MiSeq Reporter workflow. Analysis of raw RNA-seq data was done using the Rockhopper 2 software platform (McClure et al., 2013; Tjaden, 2015). Raw g-zipped fastq files were uploaded directly to the Rockhopper platform with paired-end reads being combined. Assembly and mapping of the raw data was done using the default settings. Reads were mapped to the *S. marcescens* WW4 reference genome (NCBI Reference Sequence NC_020211.1). Significant differential gene expression analysis was also done using Rockhopper 2. Briefly, assembled/mapped files were subjected to upper-quartile normalization. Expression data was then subjected to the Rockhopper algorithm assuming a negative binomial distribution for estimation of *p*-values. *P*-values were then used to obtain q-values in which false discovery rate is taken into account using the Benjamini-Hochberg procedure. Analysis of qPCR data for differential gene expression was completed using the ΔΔCt method (Livak and Schmittgen, 2001).

## Results

### Hosts and isolates

Amphibian species *A. annae, Agalychnis lemur, C. bransfordii*, and *Oophaga pumilio* had the greatest number of anti-*Bd* bacterial isolates (Supplementary Table 3). *A. lemur* hosted two bacterial species that were shown to enhance *Bd* growth. None of the tested isolates from species *Craugastor ranoides, Craugastor taurus*, or *Hyalinobatrachium colymbiphyllum* exhibited anti-*Bd* properties. However, we note that not all of the strains isolated were tested, and bacterial strains are known to exist from *H. colymbiphyllum* that are not culturable or have culturing bias (Walke et al., 2011). *A. annae* exhibited the highest diversity of anti-*Bd* bacteria, with 7 different genera represented in anti-*Bd* isolates.

Identified anti-*Bd* bacteria were in the phyla Proteobacteria, Bacteroidetes, Actinobacteria, and Firmicutes. Proteobacteria was the most common phyla being found on 5 of the 12 amphibian species. The following genera were also identified: *Alcaligenes, Bacillus, Chyrseobacterium, Enterobacteriaceae, Lysinibacillus, Microbacterium, Pseudomonas, Sphingobacterium, Staphylococcus*, and *Stenotrophomonas*. The *Serratia* genus was the most common identified within the selected anti-*Bd* bacteria isolates; *S. marcescens* was the most common species (Supplementary Table 5) and was found on three of the amphibian species.

### Bacterial challenge assays

Of the 90 bacterial isolates examined in the cell-free supernatant challenge assay, 10 (11.1%) exhibited *Bd* inhibition where *p* < 0.05 and 2 (2.2%) enhanced *Bd* growth (Figure 3; Supplementary Table 2). Of the 86 isolates examined in the agar-based challenge assay (Figure 4; Supplementary Table 3), 38 (44.2%) of isolates were characterized as anti-*Bd* (*p* < 0.05). All but one isolate produced a zone-of-inhibition during the experiment (Supplementary Table 3).

**Figure 3:**
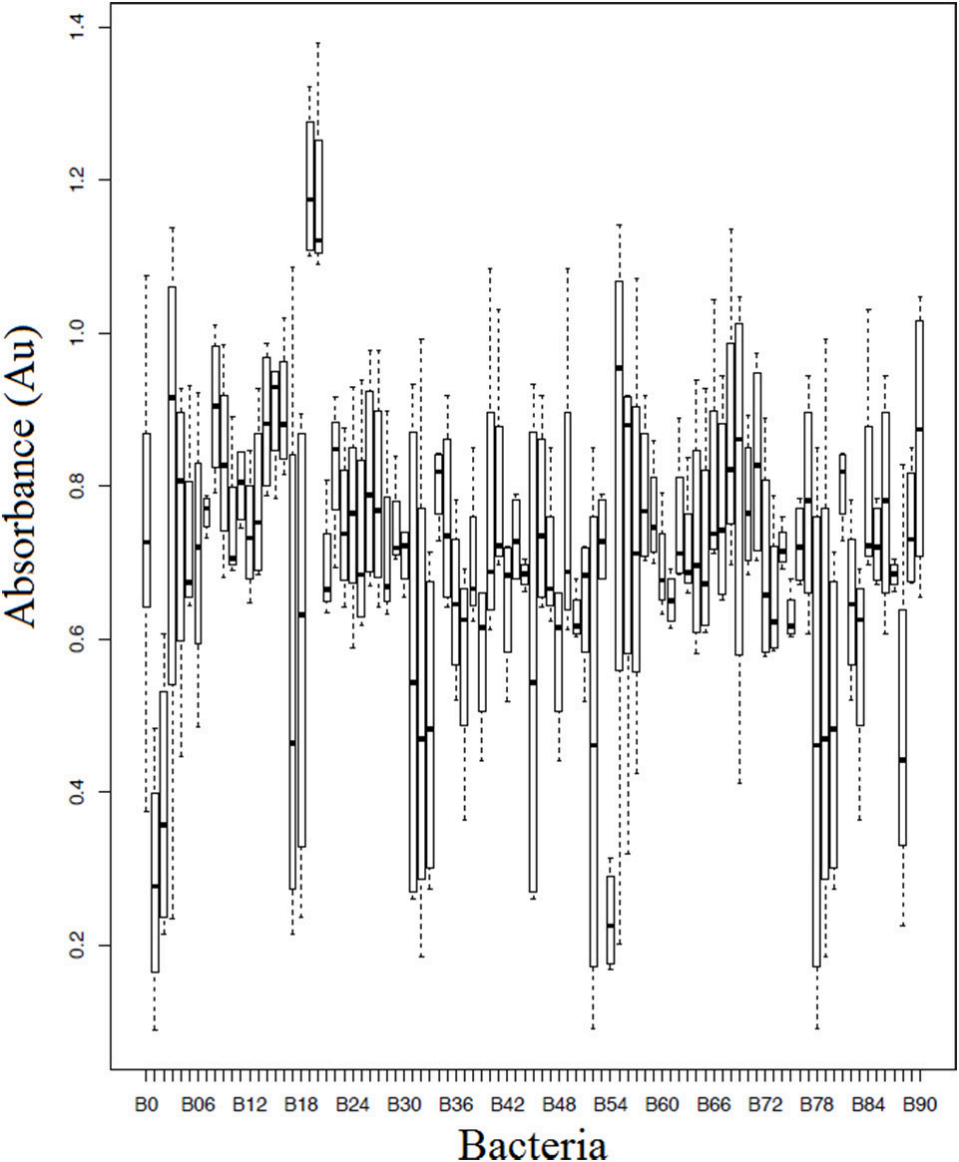
**Box plot estimates of the cell-free supernatant challenge assay for each of the bacteria strains**. The box represents the interquartile range (IQR) and the top and bottom whiskers represent Q3—(1.5 IQR) and Q1—(1.5 IQR), respectively. Bacteria IDs on the x-axis are referenced in Supplementary Table 3. Lower values signify greater inhibition of *Bd* growth. B0 corresponds to a *Bd*-only control.

**Figure 4:**
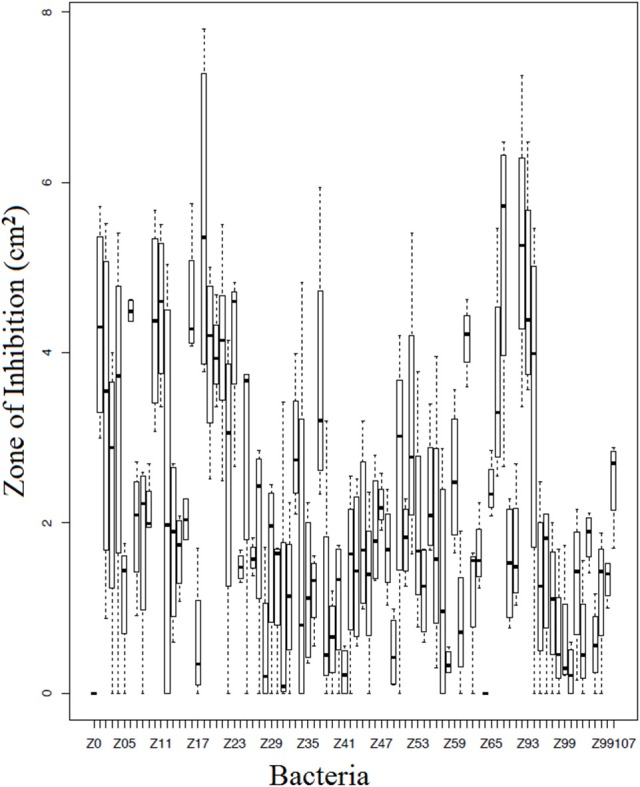
**Box plot estimates of the agar based challenge assay for each of the bacteria strains**. The box represents the interquartile range (IQR) and the top and bottom whiskers represent Q3—(1.5 IQR) and Q1—(1.5 IQR), respectively. Bacteria IDs on the x-axis are referenced in Supplementary Table 4. Larger values signify greater inhibition of *Bd* growth.

We also compared the 68 isolates which were examined in both assays; overall 30 exhibited anti-*Bd* properties (44.1%; Supplementary Table 4). Of these 30 isolates, 28 isolates (93.3%) were shown to inhibit *Bd* using the agar-based method but not the cell-free supernatant method, and four isolates (13.3%) were shown to inhibit *Bd* using both methods. There were 2 isolates that exhibited anti-*Bd* properties (*p* < 0.05) in the cell-free supernatant assay but not in the agar-based assay.

### Transcriptomic analysis

All extracted RNA had RNA integrity numbers (RINs) >9.0 indicating that all extracted RNA samples were within tolerance for use in sequencing. 

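RNA of the *S. marcescens* strains Sm1 and Sm2 was sequenced after 12 h of culture at 20 °C, either without zoospores (no-*Bd* control), with live *Bd* zoospores or with heat-killed *Bd* zoospores. Sm1 stands for strain one and Sm2 for the other strain, as in Fig. 5. *Bd* is the chytrid fungus that infects amphibian skin, and zoospores are its swimming stage. Cultures received 250000 zoospores per mL, and the heat-killed zoospores had been held at 50 °C for 20 min. The deposited data hold 6 libraries, 1 per strain and treatment if their replicate number is read as the strain number, so the 2 libraries of a treatment are the 2 strains and a comparison within one strain has no replicate. The paper states that each condition was grown in triplicate, and its text does not say how those cultures relate to the libraries. In the order control, live *Bd* and heat-killed *Bd*, the libraries of Sm1 held 3239079, 3938104 and 4097349 reads of 76 bp, and those of Sm2 held 3814486, 3912551 and 3139545 reads. The authors mapped the reads to the chromosome of *S. marcescens* WW4 with Rockhopper 2, which gives 1 Expression value per annotated gene and library, normalized to the upper quartile of the library and rounded to whole numbers. These values are not read counts, so no count-based test was run on them. Of 4806 annotated protein-coding genes, 3200 had a mean Expression of at least 5 over the 6 libraries and were analysed as log2(Expression + 1), a scale that understates the change of genes with low values. Treatments were compared over both strains with limma, without a term for the strain as in the pooling of the paper, and again with the strain as a block. Within one strain, values are given as ratios to the control library, a gene with at least a 2-fold ratio is counted as higher or lower, and no p is given. Groups of genes were written down before the data were examined, when the supplementary tables of the paper had been read, and several of them hold genes that the study called on these same samples, so their direction is not independent evidence. A group was tested over both strains with camera from limma, at a preset correlation between genes and again at an estimated one, and within one strain its median was set beside 10000 random lists of the same size and similar expression.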

Raw sequencing data of two *S. marcescens* strains from *A. annae* were referenced against the *S. marcescens* WW4 genome with >80% mapping (Table 1). Additionally, 47–74% of reads were mapped to protein coding genes (Table 1). 

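Ribosomal RNA, the structural RNA of the ribosome, took 17% of the aligned reads in the Sm1 control, 5% with live *Bd* and 27% with heat-killed *Bd*. In Sm2 the same share was 0%, 0% and 2%. Reads on protein-coding genes in the sense direction were 56%, 67% and 47% of the aligned reads in Sm1, in the order control, live *Bd* and heat-killed *Bd*, against 73%, 74% and 73% in Sm2. The highest single value among protein-coding genes belonged in every Sm1 library to *raiA*, a ribosome-associated inhibitor made by resting cells, at 45981, 34337 and 61910. In Sm2 it belonged to genes of the large ribosomal subunit, *rplU* at 81862 in the control, and *rplP* at 76590 with live *Bd* and 64927 with heat-killed *Bd*. Aligned reads were 2664279, 3201797 and 3361055 in Sm1 (82%, 81% and 82% of all reads) and 3258485, 3348231 and 2623075 in Sm2 (85%, 86% and 84%). Reads outside annotated genes made up 22% to 26% in every library. Between 994 and 1233 protein-coding genes per library were listed at 0. The shares are whole percents in the deposited run summaries, and with 1 library per strain and treatment their spread between cultures is not known. Ribosomal RNA had been depleted before sequencing, so its share also depends on how well that step worked in each library.

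**Figure D1:**
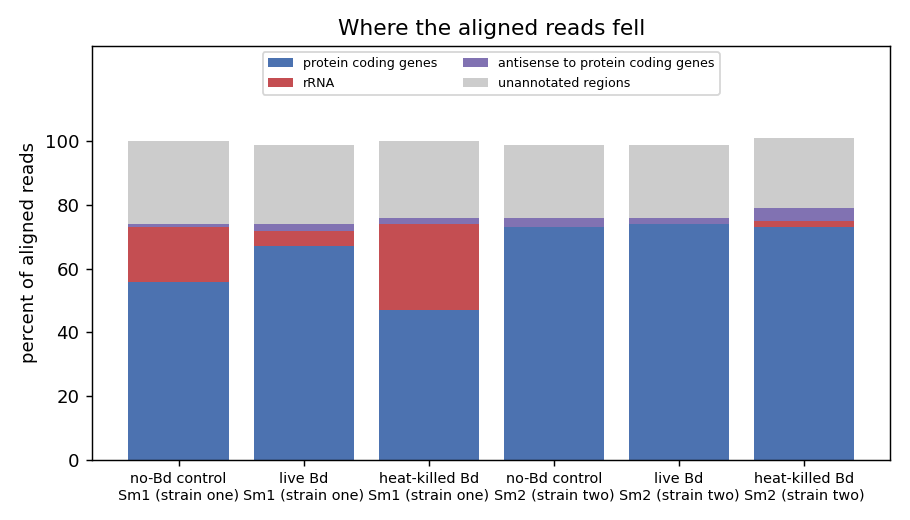
Share of aligned reads (%) by feature class in each of the 6 libraries, by strain and treatment. In the order control, live *Bd* and heat-killed *Bd*, ribosomal RNA takes 17%, 5% and 27% in Sm1 and 0%, 0% and 2% in Sm2.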

All DEGs identified in each treatment were compared to a no-*Bd* control. 

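With live *Bd*, genes that break down fatty acids and amino acids had lower values in Sm1, and genes of glycolysis had higher values. Of 8 genes of fatty acid beta-oxidation, 6 were at least 2-fold lower than in the control and 0 were higher, with a median log2 ratio of -1.81 against -0.39 to 0.43 for the central 95% of random lists. *fadB*, the alpha subunit of the beta-oxidation complex, was 7 against 40, and *fadD*, which activates long-chain fatty acids, was 42 against 164. Of 13 genes for the catabolism of arginine, proline, histidine and phenylacetate, 9 were lower, among them *astC* of arginine degradation (33 against 147) and *putA* of proline degradation (73 against 208). Of 12 glycolysis genes, 7 were at least 2-fold higher and 0 lower, with a median of 1.07 (4 of 12 and a median of 0.96 under median ratio scaling), led by the pyruvate kinase gene *pykF* at 508 against 124. In Sm2 with live *Bd*, the glycolysis median was 0.45 and *pykF* was 1075 against 1001, while the fatty acid group had low values in all libraries of that strain (*fadB* 1 against 2). The 5 lowest ratios among named genes of Sm1 included *paaA* of phenylacetate breakdown (2 against 28) and the 2-oxoglutarate permease gene *kgtP* (4 against 31). In Sm2 they included *tadA*, a tRNA adenosine deaminase gene, at 2 against 23. Of the 3200 genes, 129 were at least 2-fold higher and 147 lower in Sm1, where the median ratio of all genes was 0.08 (-0.02 under median ratio scaling, with 89 higher and 165 lower), and 234 were higher and 115 lower in Sm2. These counts have no replicate check, and they grow with the number of weakly expressed genes, to 653 in Sm1 and 687 in Sm2 where every gene above 0 in some library is kept.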

In the live *Bd* treatment this experiment found 111 differentially expressed genes (DEGs) in *S. marcescens* strain one (Supplementary Table 6) and 100 DEGs in *S. marcescens* strain two (Supplementary Table 7). 

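With heat-killed *Bd*, genes of citrate fermentation, in which citrate lyase splits citrate into acetate and oxaloacetate, had higher values in Sm1. In Sm2 most of the group stayed near 0. Of 11 genes of this group, 7 were at least 2-fold higher in Sm1 and 8 in Sm2, with median log2 ratios of 1.52 and 1.00 (4 in Sm2 and a median of 0.97 under median ratio scaling). They include *aceA*, the isocitrate lyase gene of the glyoxylate shunt, through its product name (20 against 12 in Sm1). The citrate lyase gene *citE* was 84 against 20 in the Sm1 control. In Sm2 *citD*, *citE* and *citC* were 5, 4 and 3, and *citT*, *citX*, *citF* and *aceA* 1 each, all listed at 0 in the control, and 1 against 0 counts as 2-fold. In Sm2, genes of the amino acid decarboxylases, which consume protons in acid, had a median of 2.78, with 4 of 7 at least 2-fold higher. The lysine decarboxylase gene was 2475 against 211 in the control of Sm2, and its partner *cadB*, the lysine-cadaverine antiporter gene, was 1362 against 198. In Sm1 the same 2 genes were 956 against 787 and 524 against 323, and the group median was 0.11. Fatty acid synthesis had lower medians in both strains, -0.23 and -0.80, as had purine synthesis, -0.36 and -0.55. Nitrogen assimilation had medians of -0.28 in Sm1 and -0.44 in Sm2, and *amtB*, the ammonium transporter gene, was 8 against 29 and 2 against 2. Of the 3200 genes, 112 were at least 2-fold higher and 69 lower in Sm1 (88 and 92 under quantile normalization), and 424 higher and 231 lower in Sm2. With 1 library per strain no test was possible, and with every gene above 0 kept the counts are 549 and 1055. These groups were not particular to heat-killed *Bd*. With live *Bd* the citrate median in Sm1 was 0.94, with 5 of 11 genes at least 2-fold higher and 2 lower. In Sm2 the decarboxylase median was 1.00 with live *Bd*. Fatty acid synthesis, purine synthesis and nitrogen assimilation then had medians of -0.35, -0.26 and -0.24 in Sm2, and 0.26, 0.08 and -0.11 in Sm1.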

For the heat-killed *Bd* treatment, *S. marcescens* strain one had 96 DEGs (Supplementary Table 8) and *S. marcescens* strain two had 73 DEGs (Supplementary Table 9). 

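Over both strains, genes of glycolysis rose with live *Bd* and genes of purine synthesis fell with heat-killed *Bd*, each as a group and without any single gene passing. Genes of fatty acid beta-oxidation fell as a group with live *Bd*, mainly in Sm1 (median log2 ratio -1.81). In Sm2 the values are near 0. The Sm2 median of -0.34 lies just inside the lower end of the range of random lists (-0.35), with 5 of 8 genes below 0 and 1 above. With live *Bd*, 12 of 12 glycolysis genes had a positive log2 fold change (median 0.70, adjusted p = 0.000233 from camera, and adjusted p = 0.626 with an estimated correlation). The glycolysis medians within the strains were 1.07 and 0.45. All 8 genes of beta-oxidation had a negative fold change (median -1.19, adjusted p = 0.000267, and adjusted p = 0.626 with an estimated correlation). With heat-killed *Bd*, all 14 genes of purine synthesis were negative (median -0.60, adjusted p = 1.08e-05, and adjusted p = 0.596 with an estimated correlation), and 11 of 11 genes of citrate fermentation were positive (median 1.29, adjusted p = 0.00351, and adjusted p = 0.947 with an estimated correlation). In each of these groups 0 members passed over all genes and 0 when adjusted over the list alone, although 3 citrate genes did so for heat-killed *Bd* with the strain as a block. In Sm2 most citrate genes were near 0, as given above, so the size of their rise there depends on the 1 added to every value. The largest fold changes with the same direction in both strains included an ornithine decarboxylase gene (SMWW4_v1c04520), which makes putrescine, with a log2 fold change of 2.95 (standard error 2.53) for live *Bd* and 3.00 (standard error 2.53) for heat-killed *Bd*, where the Sm2 control lists it at 0. *cysG*, which makes the siroheme cofactor of nitrite reductase, had 1.80 (standard error 0.89) and 2.37 (standard error 0.89), with an adjusted p of 1 from limma in each of these 4 comparisons. Without the Sm2 control *cysG* had 0.97 and 1.54 (0.30 and 0.87 with the strain as a block). Of 3200 genes, limma called 0 with live *Bd* and 0 with heat-killed *Bd*, where 4 and 6 had an unadjusted p under 0.05 against 160 expected by chance. With the strain as a block it also called 0 and 0, with 125 and 384 at an unadjusted p under 0.05, and 14 groups passed for live *Bd* in place of 9. Without the Sm2 control library, the ornithine decarboxylase difference turned to -0.45 and -0.39 (0.78 and 0.83 with the block). Without the block, these values and those of *cysG* set both strains against the Sm1 control alone. They therefore also hold the difference between the strains. In simulated data this model without the block recovered 0% of genes changed by up to 4 on the log2 scale, against 60% to 100% with the block. The simulated changes were the same in both strains, so changes in 1 strain are not covered.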

Pooling results from both strains of *S. marcescens* used in this study, only three significant DEGs were identified in the *Bd* treatment while five significant DEGs were identified in the heat-killed *Bd* treatment. We were able to identify the top 15 up- and down-regulated genes in each treatment in each strain as well as the significant DEGs that were shared with both strains pooled (Figure 5). Genes that were significantly upregulated in both strains included those associated with the nitrate reductases and the associated transport machinery (*narG, narH*, and *nirC*). Also of interest and shared between both strains was a putatative oxalate-formate antiporter coding gene (*yhjX*) and the acyl-conezyme A dehydrogenase gene (*fadE*). 

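The genes of membrane-bound nitrate reductase had higher values with *Bd* zoospores in Sm2, where they were higher with heat-killed than with live *Bd*, and low values in every Sm1 library. The gene of the alpha subunit, *narG* (listed by its product as SMWW4_v1c28860, on the reverse strand from 3116339 to 3120100 of the WW4 chromosome), carries the site that reduces nitrate, and its value in Sm2 was 6 in the control, 84 with live *Bd* and 203 with heat-killed *Bd*. In Sm1 it was 3, 8 and 6. The beta subunit gene *narH* (SMWW4_v1c28850, from 3114798 to 3116342), which passes electrons to the alpha subunit, was listed at 0 in the Sm2 control and had 28 and 81 with live and heat-killed *Bd*, and in Sm1 it was 8, 7 and 4. A gene listed without a symbol, by its product as a nitrite transporter (SMWW4_v1c28990, from 3135860 to 3137254), is taken here as the paper's *nirC*. It was 4, 30 and 76 in Sm2 and 4, 7 and 5 in Sm1. The cytoplasmic nitrite reductase gene *nirB* followed with 212, 637 and 994 in Sm2 and 55, 80 and 87 in Sm1, whereas the regulator gene *narP* was 50, 30 and 51 and 85, 70 and 88. As log2 ratios to the control of the same strain, *narG* was 1.17 and 0.81 in Sm1 with live and heat-killed *Bd*, and *nirC* was 0.68 and 0.26. Over both strains the log2 fold change of *narG* was 2.39 (standard error 1.92) with live *Bd* and 2.84 (standard error 1.92) with heat-killed *Bd*, with an adjusted p of 1 in each from limma. That fold change is 0.77 for live *Bd* without the live *Bd* library of Sm2, and 0.40 for heat-killed *Bd* without the heat-killed library of that strain (2.18 and 1.42 with the strain as a block, and 0.76 and 1.21 with the block and without the Sm2 control). The values of 0.77 and 0.40 set Sm1 alone against controls of both strains, so they also hold the difference between the strains.

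**Figure D2:**
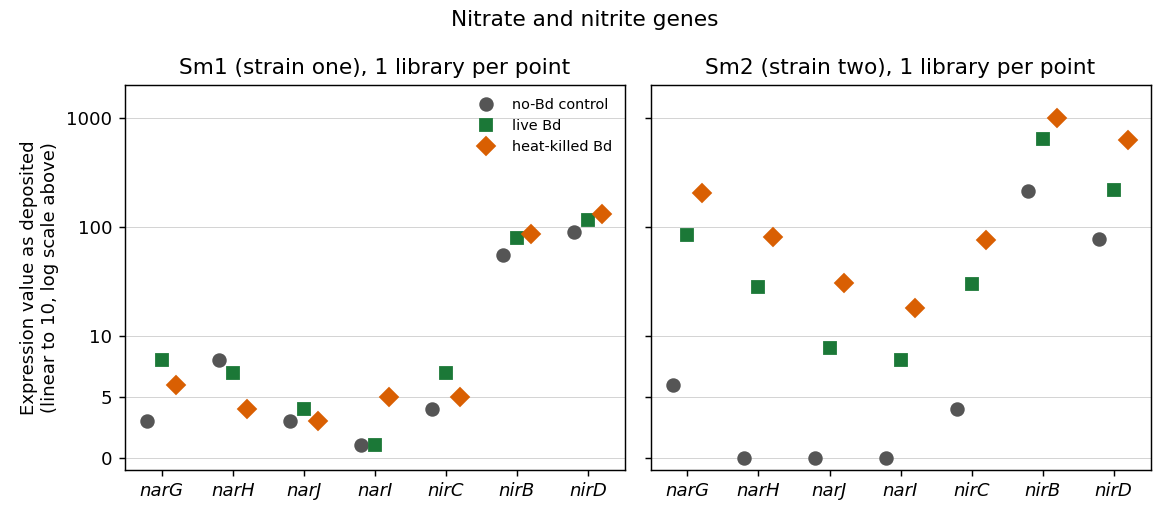
Expression values (Rockhopper, upper-quartile normalized, axis linear to 10 and on a log scale above) of 7 genes of nitrate and nitrite respiration in each of the 6 libraries, 1 point per library. For *narG* the Sm2 points lie at 6, 84 and 203 and those of Sm1 between 3 and 8.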

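*yhjX* (SMWW4_v1c35270, from 3807833 to 3809062 of the WW4 chromosome), annotated as a putative oxalate-formate antiporter gene, had values of 3 in the Sm2 control, 86 with live *Bd* and 203 with heat-killed *Bd*. In Sm1 the same gene was 9, 12 and 15, which are log2 ratios of 0.38 and 0.68 to the control, beside 4.44 and 5.67 in Sm2. *fadE* (SMWW4_v1c08740, from 981721 to 984177), the acyl-CoA dehydrogenase gene of the opening step of fatty acid beta-oxidation, was 16 with live *Bd* against 191 in the Sm1 control, and 361 with heat-killed *Bd*. Its log2 ratio in Sm1 was -3.50 with live *Bd* and 0.92 with heat-killed *Bd*. In Sm2 *fadE* was 2 in the control, 2 with live *Bd* and 1 with heat-killed *Bd*. Over both strains the log2 fold change of *yhjX* was 2.41 (standard error 1.56) with live *Bd* and 3.18 (standard error 1.56) with heat-killed *Bd*, and that of *fadE* with live *Bd* was -1.75 (standard error 3.18), each with an adjusted p of 1 from limma. Without the Sm2 library of the treatment, the *yhjX* fold change is 1.04 for live *Bd* and 1.34 for heat-killed *Bd* (1.63 and 1.69 with the strain as a block, and 0.15 and 0.91 with the block and without the Sm2 control). The *fadE* fold change with live *Bd* turns to 1.25 without the Sm1 control, and with the block to 0.38 without the live *Bd* library of Sm1. Without the block, a treatment left with 1 library holds 1 strain only. The *yhjX* and *fadE* values given without the block and without a library therefore also hold the difference between the strains.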

We also used a Venn diagram to visualize the differentially expressed genes of *S. marcescens* in strains one and two as a response to live-*Bd* and heat-killed *Bd* (Figure 6).

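Few genes were at least 2-fold away from the control in both strains with either treatment. With live *Bd*, 27 of 48 such genes had the same direction in both strains (14 higher where 9.4 are expected by chance, and 13 lower where 5.3 are expected). With heat-killed *Bd* the same direction was found for 50 of 62 genes (33 higher where 14.8 are expected, and 17 lower where 5.0 are expected). At a pseudocount of 4 it was found for 9 of 11 genes with live and 11 of 13 with heat-killed *Bd*, a difference that was not tested. Across the 3200 genes, which are not independent replicates, Spearman's rho between the log2 ratios of the strains was 0.05 with live *Bd* and 0.26 with heat-killed *Bd* (Pearson's r 0.054 and 0.225). A total of 5 genes passed the 2-fold size in all 4 comparisons, and they were chosen for naming after their values were seen. *dppC*, a permease gene of dipeptide and heme uptake, was lower in each (6 and 8 against 17 in Sm1, and 2 and 4 against 9 in Sm2), and a LysR-type regulator gene (SMWW4_v1c31110) was higher in each (12 and 7 against 3, and 16 and 11 against 3). *ybiH*, a putative regulator gene, was higher at near-zero values in Sm2 (1 and 1 against a gene listed at 0), and *aceB*, the malate synthase gene (1 and 1 against a gene listed at 0 in Sm2), and an IclR-type regulator gene (SMWW4_v1c40740) had ratios of both signs. Live and heat-killed *Bd* were compared with the same control library, so chance error of that library alone makes the ratios alike. In Sm2, 189 genes were higher in both treatments, where independent lists give 31.0 and 1000 simulations of a shared control give 67.4, and 32 were lower in both (8.3 and 62.7). Pearson's r there was 0.663 (simulated 0.499) with a covariance of 0.361 (simulated 0.193). In Sm1, 40 genes were higher in both (4.5 from independent lists and 57.7 simulated) and 11 lower in both (3.2 and 54.0). There r was 0.233 (simulated 0.50) with a covariance of 0.069 (simulated 0.194). The simulated noise includes responses that differ between strains, and a single control library per strain cannot be split, so the excess of genes higher in both in Sm2, beside fewer lower in both than simulated, is not read as a shared effect.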

**Table 1:** **Sequencing results including total reads for each multiplexed sample, reads mapped to reference genome, and mapped genes aligning to protein coding genes**.

^*^Sequenced sample	**Total reads**	**Mapped reads**	**Aligning to protein coding genes**
SMWW4 Control (1)	3239079	2664279 (82%)	1491996 (56%)
SMWW4 Control (2)	3814486	3258485 (85%)	2378694 (73%)
SMWW4 *Bd* (1)	3938104	3201797 (81%)	2145204 (67%)
SMWW4 *Bd* (2)	3912551	3348231 (86%)	2477691 (74%)
SMWW4 HK*Bd* (1)	4097349	3361055 (82%)	1579696 (47%)
SMWW4 HK*Bd* (2)	3139545	2623075 (84%)	1914845 (73%)

* *Both strains were mapped to the S.marcescens strain WW4 (SMWW4) with correlating experimental growth condition (Control, B. dendrobatidis present (Bd), heat-killed B. dendrobatidis present (HKBd) and biological replicate number*.

**Figure 5:**
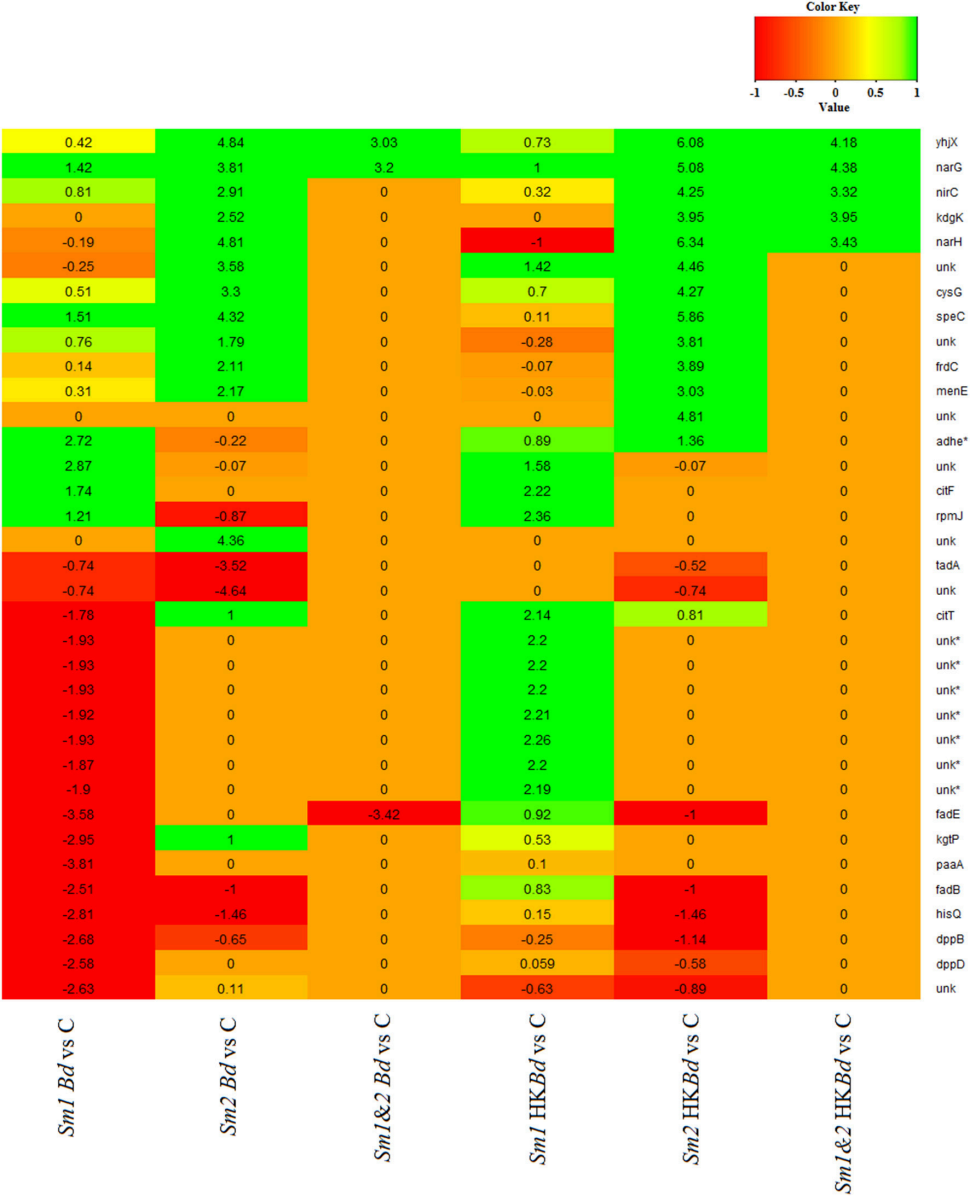
**Gene expression data presented as a heat map for the 15 most up- and down-regulated genes for *Bd* and heat-killed *Bd* treatments relative to a no-*Bd* control**. Corresponding gene expression values are given for those only in the top 15 in one treatment. Corresponding genes that were not significantly up or down-regulated relative to a no-*Bd* control but were in the top 15 in a different treatment are denoted by a value of 0. Gene names are given on the vertical axis. Treatments are given on the bottom horizontal axis. Sm1 and Sm2 denote *S. marcescens* strain one and two. Bd indicates live *B. dendrobatidis* and HKBd indicates heat-killed *B. dendrobatidis*. 1.2 indicates pooled expression data for both strains. A gene name of *unk* indicates an unnamed gene. An asterisk (^*^) by a gene name indicates an antisense gene.

**Figure 6:**
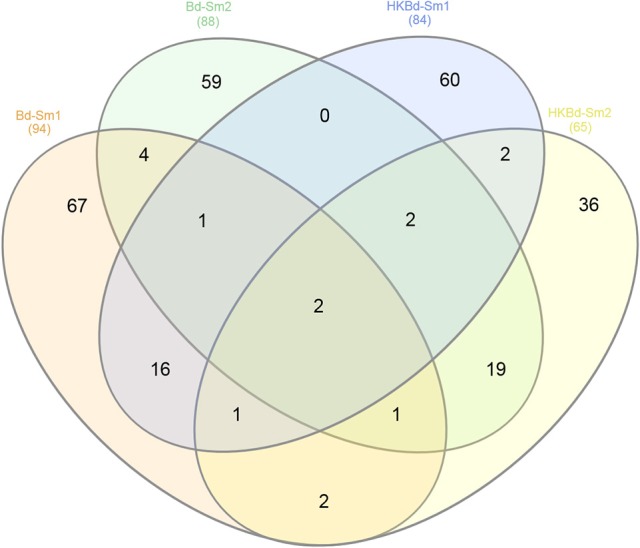
**Venn diagram depicting shared significantly expressed DEGs from each of the treatment conditions (*Bd* and heat killed-*Bd*; both vs. no-*Bd* control) in both *S*. *marcescens* isolates examined**.

RNA-sequencing expression results were validated by examination of six genes in the presence of the two experimental treatments and control (Figure 7). The *narG* gene showed upregulation in *Bd* and heat-killed *Bd* treatments with much stronger upregulation in response to the live *Bd* treatment. The *fadE* gene was also significantly upregulated but only in the *Bd* treatment. Other genes examined included *chiA* (chitinase A) and *pigM* (key-regulatory enzyme in the prodigiosin production pathway) to confirm the lack of differential expression as seen in RNA-sequencing. 

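In the sequenced libraries the chitinase A gene (SMWW4_v1c01470, from 152246 to 153937 of the WW4 chromosome), whose product cleaves chitin, had values of 9 in the Sm1 control, 7 with live *Bd* and 11 with heat-killed *Bd*. In Sm2 the same gene was 3, 1 and 1. *pigM* of the prodigiosin cluster was 1 in the Sm1 control and listed at 0 with live and heat-killed *Bd*, and in Sm2 it was 1 with live *Bd* and listed at 0 in the other libraries. *dnaE*, the DNA polymerase III alpha subunit gene, was 86, 113 and 85 in Sm1 and 222, 189 and 172 in Sm2, with log2 ratios to the control between -0.37 and 0.39. *rplU*, the gene of ribosomal protein L21, was 9478, 12208 and 9376 in Sm1, and 81862, 53254 and 42619 in Sm2, where its log2 ratios were -0.62 and -0.94. Both reference genes were higher in Sm2 than in Sm1 over the 3 treatments, *dnaE* by 1.03 (adjusted p = 0.00242) and *rplU* by 2.47 (adjusted p = 9.69e-05) on the log2 scale, from limma. Over both strains neither gene passed a treatment comparison, and *pigM* was below the minimum mean and was not tested. In simulated data the model without the strain as a block recovered 0% of changed genes. Not passing therefore does not show that *dnaE* and *rplU* were unchanged.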

Reference genes *dnaE* and *rplU* showed no significant differential expression.

**Figure 7:**
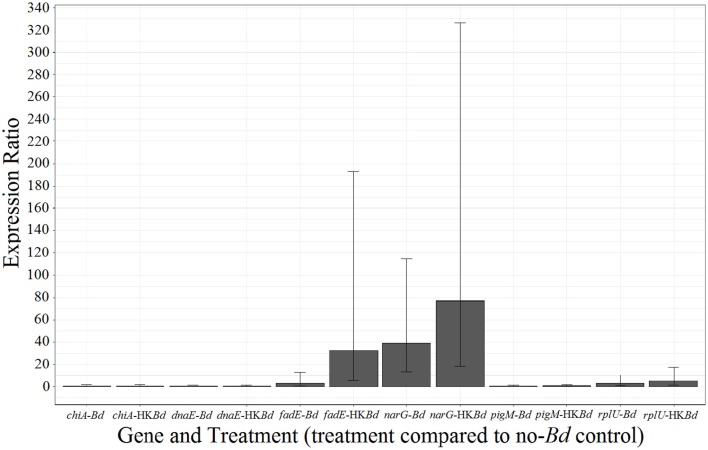
**qPCR verification of a select group of genes identified in RNA-sequencing**. Error bars represent 95% confidence intervals. All gene expression was compared to *dnaE* and *rplU* reference genes.

## Discussion

This work is the first to highlight gene expression in anti-*Bd* bacterial strains. More importantly, many of these bacteria were isolated from amphibian species in recovering and relict populations from a major epizootic event. These strains represent important data for understanding the role the bacterial microbiome has in conferring *Bd* resistance. Understanding which bacterial species are anti-*Bd* and the underlying gene expression is meaningful for proposing mechanisms of anti-*Bd* action and subsequent verification studies using gene knockout and complementation. Such work will be invaluable to understanding disease resistance and the role of the bacterial microbiome. Additionally, this work is critical for the future development of novel *in situ* microbiome engineering tools for conservation.

In general, the bacterial genera that were identified in this study as having anti-*Bd* activity were similar to those found in other studies both in the tropics and in temperate zones (Lam et al., 2010; Flechas et al., 2012). The bacterial isolates most common in this study were members of the genus *Serratia*, part of the phylum Proteobacteria. *Serratia* were the strongest candidates for bioaugmentation efforts identified in this study owing to their rapid growth *in vitro*, apparent anti*-Bd* properties**, and common distribution across various Costa Rican amphibian species. They have also been shown to exhibit anti-*Bd* properties in previous work examining amphibian microbiomes (Woodhams et al., 2007b; Antwis et al., 2015). While the *S. marcescens* used in this study have excellent potential for bioaugmentation efforts and mechanistic inquiries, certain strains of *S. marcescens* are known opportunistic human pathogens (Hejazi and Falkiner, 1997). Caution should be taken in working with uncharacterized wild-type strains of this bacteria including safety education of personnel and BSL-2 standards in all laboratory work.

In understanding *S. marcescens* and their anti-*Bd* mechanisms in more detail as it pertains to the cutaneous microbiome, we found that the two *S. marcescens* strains examined in this study had various transcriptomic shifts in response to *Bd*. The responses seen were varied and implicated various metabolic and regulatory processes. 

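Several gene groups had medians outside the range of random lists within a strain. In Sm1 with live *Bd*, 7 of 19 genes of the phosphotransferase system, which takes up sugars, were at least 2-fold higher (median log2 ratio 0.63), as were 9 of 25 iron uptake genes (median 0.43). Ribosomal protein genes had a median of 0.54 with 46 of 47 above 0 (0.29 and 35 of 47 under quantile normalization), whereas 14 of 17 genes of stationary phase and general stress were below 0 (median -0.42). Dipeptide and oligopeptide transport, with 6 of 11 genes at least 2-fold lower, had a median of -1.09, as in *dppB* at 5 against 32 in the control. In Sm2 with heat-killed *Bd* the signs of several of these groups were turned, with 45 of 47 ribosomal protein genes below 0 (median -0.59, and -0.16 with 36 of 47 below 0 under quantile normalization), an iron uptake median of -0.44 and a stationary phase median of 0.68. In Sm2 with live *Bd*, the stationary phase median was 0.57 and the ribosomal protein median 0.05, inside the range of random lists. In Sm1 with heat-killed *Bd*, 37 of 45 genes of flagella and chemotaxis were below 0 (median -0.29), and heat-shock chaperone genes had a median of -0.19. The medians of these groups describe 1 library against 1 library, with no replicate check. Several groups hold genes that the paper called on these same libraries, such as *dppB*, *ptsG*, *feoA* and *rsd* with live *Bd* in Sm1. Random lists also do not keep genes of one operon together. A median outside their range is therefore not independent evidence of a response.

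**Figure D3:**
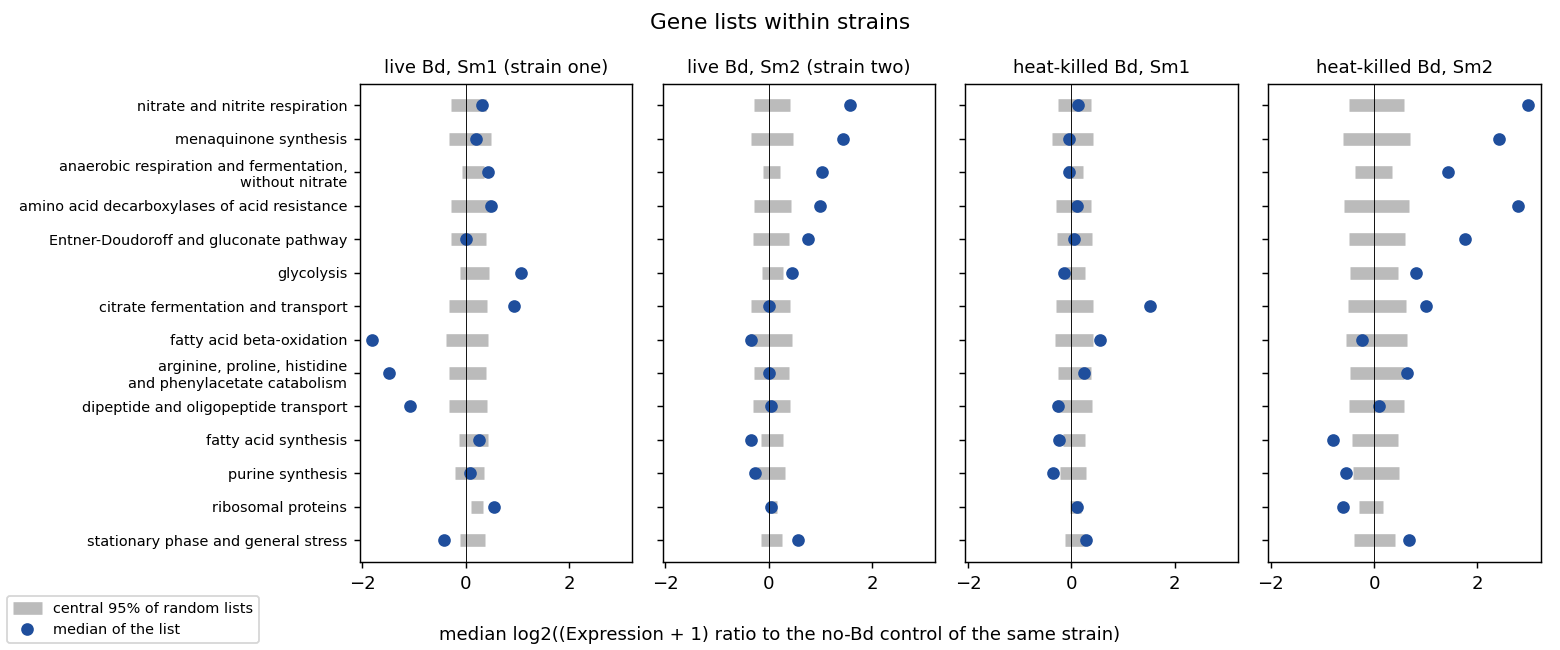
Median log2 ratio to the no-*Bd* control of 14 gene lists (points) in each strain and treatment, with the central 95% of 10000 random lists of the same size and similar expression (bars). The beta-oxidation point of Sm1 lies at -1.81 with live *Bd* and the nitrate and nitrite point of Sm2 at 2.98 with heat-killed *Bd*.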

The genes validated using RT-qPCR had complete congruency with the RNA-sequencing data. This should be seen as a small but important validation of the significantly expressed genes identified in the RNA-sequencing portion of the study as well as validation of lack of expression in genes coding for enzymes known to have antifungal activity.

The upregulation of nitrate reductases and nitrite transporters was one of the few gene sets shown to be upregulated in both strains and in both treatments. Specifically, the significant upregulation of genes encoding the catalytic nitrate reductase α-subunit and transitory β-subunit which are both part of the membrane bound reductase (NAR) complex is of interest. This data coupled with upregulation of the inner membrane nitrite transporter in both strains seems to indicate a response to anaerobic conditions in which nitrate reduction is utilized for energy conservation (Richardson et al., 2001). 

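Over both strains, genes of nitrate and nitrite respiration, of other anaerobic respiration and fermentation, and of menaquinone synthesis rose as groups with live and with heat-killed *Bd*, and the rise was mainly in Sm2. In the nitrate and nitrite group, 9 of 11 genes had a positive log2 fold change with live *Bd* (median 1.06, adjusted p = 0.0117 from camera, and adjusted p = 0.626 with an estimated correlation), and 11 of 11 with heat-killed *Bd* (median 1.76, adjusted p = 1.08e-05, and adjusted p = 0.617 with an estimated correlation). In the anaerobic group 19 of 20 and 17 of 20 genes were positive (medians 0.56 and 0.68, adjusted p = 0.00262 and 0.0126, and adjusted p = 0.626 and 0.617 with an estimated correlation). All 6 genes of menaquinone, the quinone that carries electrons in anaerobic respiration, were positive in each treatment (medians 0.82 and 1.25, adjusted p = 0.000736 and 6.87e-05, and adjusted p = 0.626 and 0.613 with an estimated correlation). No member passed on its own, with 0 calls over all genes from limma and 0 when adjusted over the list alone (4 nitrate and nitrite genes for heat-killed *Bd* with the strain as a block), and the nitrate list includes genes that the study called on these samples. In Sm2, the fumarate reductase gene *frdA* was 125 in the control, 280 with live *Bd* and 950 with heat-killed *Bd*, the menaquinone gene *menB* was 46, 163 and 356, and the bd oxidase gene *cydB* was 164, 424 and 614. In Sm1 these were 1561, 2198 and 1843, then 201, 208 and 190, then 2200, 1722 and 1815. *adhE*, the alcohol dehydrogenase gene of fermentation, was 333, 1218 and 335 in Sm1 and 934, 2023 and 2724 in Sm2, and *fnr*, the oxygen-sensing regulator gene, was 202, 154 and 186 and 292, 325 and 263. The medians of the nitrate and nitrite genes within the strains were 0.32 and 0.13 in Sm1, inside the range of random lists, and 1.58 and 2.98 in Sm2. For the anaerobic group they were 0.42 and -0.05 in Sm1, with 11 of 20 genes below 0 for heat-killed *Bd*, and 1.04 and 1.43 in Sm2. For menaquinone they were 0.20 and -0.04, with 4 of 6 below 0, and 1.44 and 2.42. For live *Bd* the adjusted p of the nitrate group is 0.161 without the Sm1 control (1.22e-07 with the strain as a block), 0.186 without the Sm2 control (0.713 and a turned direction with the block) and 0.955 without the live *Bd* library of Sm2 (0.166). That of menaquinone is 0.637 without the Sm2 control (0.905 and a turned direction) and 0.0845 without that live *Bd* library (0.109). For heat-killed *Bd* they are 0.45 and 0.228 without the heat-killed library of Sm2. With the block they are 0.0481 and 0.483 without that library and 0.0634 and 0.421 without the Sm2 control. With the block, the menaquinone call for live *Bd* also ends without the live *Bd* library of Sm1. Without the block, leaving out a library of a compared treatment leaves 1 strain in it, so the difference between the strains enters these group results. From the upregulation of the nitrate reductase subunits and of the nitrite transporter, the paper proposes a response to anaerobic conditions in which nitrate reduction serves energy conservation.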

The reason for the utilization of the membrane-bound nitrate reductase machinery other than a response to anaerobic conditions and available nitrate is unclear but certainly occurring in both *Bd* and heat-killed *Bd* treatments.

Also upregulated in both strains under both conditions was a putative oxalate-formate antiporter coding gene. The need to upregulate the antiport machinery for oxalate decarboxylation to formate in response to *Bd* is at this point not fully understood. However, the production of oxalate by other fungi and the necessary genes in the *Bd* genome for production of oxalate suggest such production by *Bd* is theoretically possible and potentially necessary (Benny, 1995; Bindschedler et al., 2016). This coupled with recent work showing amphibian mortality due to oxalate nephropathy from an unknown oxalate source may suggest a specific mechanism by which *Bd* could kill amphibians (Tokiwa et al., 2015). This possible mechanism deserves further consideration, especially owing to the fact that specific mechanisms for *Bd* induced mortality are not fully understood. Evidence for the epidermal dysfunction hypothesis presented by Voyles et al. (2009) still has no clear biochemical mechanism delineated for the disruption of epidermal channels involved in electrolyte transport. Whether this response and the formation of nitrite into the periplasmic space has any direct inhibitory effects on *Bd* growth is also unclear but worth further consideration.

Differential expression of the commonly associated antimicrobial genes of *S. marcescens* was not seen. These include the upregulation of extracellular chitinases and glucanases as well as the key regulatory enzymes involved in prodigiosin biosynthesis. Chitinases have been previously shown to target the β-1,4 n-acetylglucosamine linkages of the fungal chitin polymer which constitutes a substantial component of the fungal cell wall (Chet and Inbar, 1994). Also, bacterial glucanases have been shown to have a similar effect in the targeting of glucan linkages critical for fungal cell wall structure (Hong and Meng, 2003). The importance of prodigiosin, a secondary metabolite shown to have antifungal characteristics, was also examined in the context of the key regulatory enzymes of the prodigiosin biosynthesis pathway. These enzymes, which are encoded by the prodigiosin biosysnthesis gene cluster (*pig* cluster), were not shown to be upregulated in this study. 

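The *pig* cluster, whose enzymes build the red pigment prodigiosin, had values at or near 0 in all 6 libraries. Of its 14 annotated genes, 0 reached a mean Expression of 5, so none was tested. The highest single value was 8, for *pigG* in the heat-killed *Bd* library of Sm1, and *pigN* reached 6 in the heat-killed *Bd* library of Sm2. At values this low a change with *Bd* was not detectable.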

The downstream effects of this lack of expression was also confirmed visually as *S. marcescens* in culture exhibited only a faint red color (color consistent with the production of the red pigment prodigiosin) under the experimental conditions used in this study. This can most likely be attributed to the known temperature dependence of prodigiosin production in *S*. spp. (Williams, 1973; Woodhams et al., 2014). The temperatures used for co-culturing in this study (20°C) are not generally known to be the most advantageous for prodigiosin production. The lack of upregulation seen in the chitinase (*chi*) genes as well as those involved in glucanase production was also of interest. 

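Chitinase and glucanase genes had low to moderate values, and most were lower in Sm2 than in Sm1. In Sm1 with live *Bd*, 1 of 7 was at least 2-fold higher than in the control, a beta-N-acetylhexosaminidase gene (SMWW4_v1c04780) at 31 against 13, and 0 were lower. With heat-killed *Bd* 0 were higher and 0 lower. In Sm2 1 was higher and 2 were lower with live *Bd*, and 0 were higher and 2 lower with heat-killed *Bd*. A chitinase gene annotated as C1 (SMWW4_v1c11910) was 69 in the Sm1 control, 54 with live *Bd* and 77 with heat-killed *Bd*, and 5, 3 and 1 in Sm2. Chitinase B was 4, 3 and 4 in Sm1 and 1, 1 and 4 in Sm2. *bcsZ*, an endoglucanase gene, was 9, 10 and 15 in Sm1, and in Sm2 it was 2 in the control, listed at 0 with live *Bd* and 1 with heat-killed *Bd*. *nagZ*, a beta-hexosaminidase gene of cell wall recycling, was 65, 94 and 51 in Sm1 and 77, 86 and 77 in Sm2. Over both strains, the 7 tested genes of this group had a median log2 fold change of 0.13 with live *Bd* (adjusted p = 0.816 from camera) and 0.05 with heat-killed *Bd* (adjusted p = 0.802), with 0 members past the limma threshold. Between the strains, 6 of the 7 were lower in Sm2 (median -1.52, adjusted p = 0.0478, and adjusted p = 0.512 with an estimated correlation), among them chitinase C1 by -4.20 (standard error 0.41, adjusted p = 4.58e-05 from limma). A p that misses the threshold with 2 libraries per treatment does not show that the values were equal.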

While not being upregulated directly, there was still a consistent amount of basal expression which may indicate constitutive production of these products which is unaffected by the presence of *Bd* or heat-killed *Bd*. While differential expression is of interest and often informative of an organism's response (e.g., bacteria to *Bd*) there may be products that are basally expressed and indifferent to the presence of a stimulatory organism such as *Bd*. The only way in which to empirically evaluate the importance of such products being produced in an anti-*Bd* response would be the generation of knockouts or knockdowns of the genes of interest in line with molecular Koch's postulates (Falkow, 1988).

While not showing differential expression, the observed expression of the proteins associated with the type six secretion system (T6SS) was also of interest. 

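Genes of the type VI secretion system, a contractile injection apparatus, had higher values in Sm1 than in Sm2 under every treatment. The gene of the tube protein Hcp (SMWW4_v1c30160) was 530 in the Sm1 control, 389 with live *Bd* and 580 with heat-killed *Bd*, and 35, 33 and 49 in Sm2, a log2 fold change between the strains of -3.65 (standard error 0.24, adjusted p = 6.13e-06 from limma). The sheath genes *impB* and *impC* were 221, 262 and 272 and 114, 122 and 120 in Sm1, and 26, 29 and 27 and 13, 13 and 10 in Sm2. Of the Vgr genes, whose products form the tip, SMWW4_v1c30000 was 95, 67 and 85 in Sm1 and 13, 12 and 8 in Sm2, and SMWW4_v1c30310 was 15, 17 and 16 and 2, 1 and 2 (chosen after their values were seen). A further Vgr family gene (SMWW4_v1c06360) was listed at 0 in all 6 libraries, as were an IcmF family gene (SMWW4_v1c31450), *clpV*, *tssG*, *tssF* and *tssB*. Of 25 annotated genes matched by name or product, 16 had a mean of at least 5, and all 16 were lower in Sm2 (median -2.46, adjusted p = 7.88e-06 from camera, and adjusted p = 0.251 with an estimated correlation). A symbol match, *hcp*, is a hydroxylamine reductase gene and no part of the secretion system, with values of 7, 18 and 10 in Sm1. With live *Bd* the group had a median log2 fold change over both strains of 0.13 (adjusted p = 0.991), and with heat-killed *Bd* 0.35 (adjusted p = 0.444).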

The expression of a majority of the 13 core genes including *VgrG* (*TssI*) and *Hcp* (*TssD*) associated with the T6SS could have implications in direct inhibition of *Bd* by *S. marcescens*. While the use of such a system has been shown to inhibit competing bacteria in other *S. marcescens* strains (Murdoch et al., 2011), the existence of effector proteins associated with the T6SS that are antifungal in nature are at this point unclear. However, direct competition with other bacteria could allow *S. marcescens* to propagate to higher levels at the bacterial community level allowing other factors discussed above to play a larger role in the system. This preliminary evidence on the role of a T6SS in *S. marcescens* and other gram negative bacteria in the amphibian-*Bd* system therefore merits further examination.

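A gene annotated as 2-dehydro-3-deoxyphosphogluconate aldolase (SMWW4_v1c44630, from 4834683 to 4835324 of the WW4 chromosome), which cleaves the last intermediate of the Entner-Doudoroff pathway, had a value of 62 with heat-killed *Bd* in Sm2 against 4 in the control and 23 with live *Bd*. In Sm1 the gene was listed at 0 in the control and with heat-killed *Bd*, and was 1 with live *Bd*. *edd*, the dehydratase gene of the same pathway, was 5, 11 and 34 in Sm2 and listed at 0 in all libraries of Sm1. The gluconate kinase gene *gntK* was 24, 35 and 52 in Sm2, and the gluconate permease gene *gntT* was 83, 109 and 239, beside 10, 13 and 18 in Sm1. Of 10 genes of this pathway and of gluconate uptake, 5 were at least 2-fold higher in Sm2 with live *Bd* and 7 with heat-killed *Bd* (median log2 ratios 0.76 and 1.76), against 2 and 0 in Sm1 (medians 0.00 and 0.05). Between the strains the aldolase gene differed by 3.96 on the log2 scale (adjusted p = 0.00295 from limma), higher in Sm2, a size that depends on the 1 added to every value.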

The upregulation of 2-dehydro, 3-deoxy-phosphogluconate aldolase gene, coding for a key regulatory enzyme in the Entner-Duodoroff (ED) pathway, was seen in both *S. marcescens* strains in response to heat-killed *Bd*. The reason behind this upregulation in response to both strains of heat-killed *Bd* treatments is unclear but could also merit further consideration.

The upregulation of various antisense-RNAs was also intriguing and could represent a point of regulation which is part of a response to *Bd*. All asRNAs were associated with ribosomal RNAs representing possible regulation of translation. Curiously, all differentially expressed asRNAs were only observed in strain one with down-regulation as a response to *Bd* and upregulation as a response to heat-killed *Bd*. These results seem to indicate clear differences of a bacterial reaction to *Bd* and heat-killed *Bd* in strain one. 

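Antisense RNAs to 23S rRNA, the RNA of the large ribosomal subunit, were listed in 1 of the 6 libraries, that of Sm1 with heat-killed *Bd*. It holds 7 of them, 1 for each copy of the 23S gene, with values from 747 to 806 and lengths from 120 to 205 bases. The sense 23S rRNA itself had a median over the 7 copies of 12085 in the Sm1 control, 2863 with live *Bd* and 25998 with heat-killed *Bd*, which are ratios of 0.237 and 2.15. In Sm2 the medians were 294, 268 and 1215, with ratios of 0.908 and 4.13. The 16S rRNA of the small subunit had ratios of 0.41 and 1.24 in Sm1 and 0.789 and 0.984 in Sm2. The paper's reported fold changes for the 7 antisense RNAs in Supplementary Tables 6 and 8 have medians of 0.263 with live *Bd* and 4.60 with heat-killed *Bd*. Antisense RNAs to other genes were listed in every library, 32 in the Sm1 control and 86 in the Sm2 control, 56 with live *Bd* in each strain, and 42 and 97 with heat-killed *Bd*. The 7 copies are nearly identical, so their values cannot be told apart, and libraries in which an antisense RNA was not predicted hold no value for it. The sense values are what the depletion of ribosomal RNA left, so their ratios need not follow the amount in the cells.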

The generation of asRNAs are known to have significant regulatory effects on gene expression as well as functional roles (Sesto et al., 2013). Specifically, asRNAs have been shown to induce (i.e., *agr* locus of *Staphylococcus aureus*) as well as attenuate (i.e., asRNA dependent *rep*-mRNA conformations for attenuation of replication control) various bacterial functions (Brantl, 2002). However, the exact role of such regulation and function in this system remains unclear.

The two strains of *S. marcescens* used in this study both had high homology to sequenced strain WW4. However, there are obvious physiological differences in these strains as indicated by the few (eight) genes that were differentially expressed in both. 

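In Sm2, 897 genes were higher and 919 lower than in Sm1 over the 3 treatments (adjusted p under 0.05 from limma, n = 3 libraries per strain). These counts cannot be set against the 0 genes called between treatments. In simulated data the treatment model without the block recovered 0% of changed genes, and the comparison of strains 76% to 100%. The lowest in Sm2 included genes of sugar uptake, such as *lamB*, the maltoporin gene (7, 10 and 17 against 2102, 2230 and 1698; log2 fold change -7.42, standard error 0.29, adjusted p = 7.11e-07), and *ulaC*, an ascorbate uptake gene (log2 fold change -7.73, standard error 0.32, adjusted p = 7.11e-07). The highest included *bioB*, the biotin synthase gene, at 110, 70 and 44 against 2 at most in Sm1 (log2 fold change 5.28, standard error 0.49, adjusted p = 3.18e-05). Genes of ribosomal proteins, flagella and iron uptake rose in Sm2 as groups, with 45 of 47 ribosomal protein genes past the limma threshold (median 1.96, adjusted p = 9.68e-15 from camera), 31 of 45 flagella and chemotaxis genes (32 when adjusted over the list alone; median 1.74, adjusted p = 8.97e-08), and 19 of 25 iron uptake genes (median 2.68, adjusted p = 1.26e-05). Genes of stationary phase and general stress fell, with 16 of 17 lower (17 when adjusted over the list alone; median -3.21, adjusted p = 1.6e-07), and so did 11 of 13 genes of amino acid and phenylacetate catabolism (median -2.56, adjusted p = 0.000637). The single iron gene past the threshold in the other direction was *bfr*, which encodes the iron store bacterioferritin, at 220, 184 and 376 against 6998, 5398 and 11551. For each of these 5 groups the result is lost, at adjusted p = 0.512 with an estimated correlation, and in the other 3 groups the count was the same when adjusted over the list alone. The first principal component held 86.2% of the variance and separated the strains, with Sm1 libraries between -58.72 and -41.77 and Sm2 libraries between 38.11 and 60.21. Of the genes with a mean of at least 20 in one strain, 1 was listed at 0 in every Sm1 library and 5 in every Sm2 library. Both strains were mapped to the WW4 genome, so a low value or 0 can also stand for sequence that is absent or differs from WW4. Any other difference between the cultures of the strains is likewise not separated from the strain. Under quantile normalization, which brings library medians from between 5.52 and 5.81 to 5.66 on the log2 scale, the split was 1131 higher and 797 lower, and under median ratio scaling 829 higher and 973 lower.

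**Figure D4:**
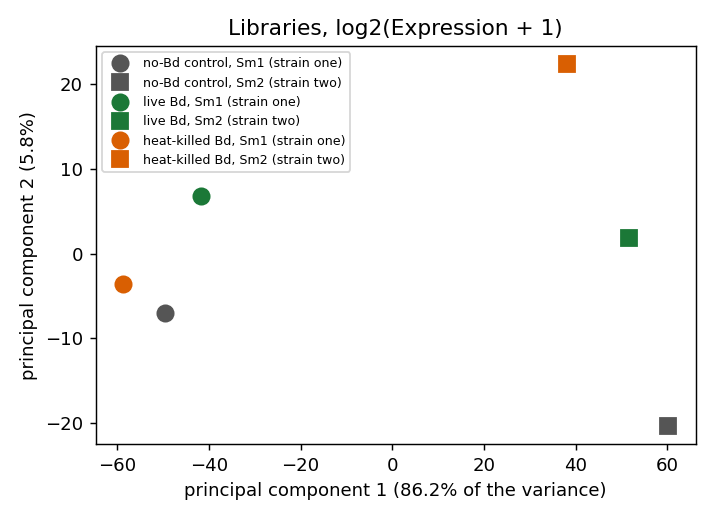
The 6 libraries on the first and second principal components of log2(Expression + 1) over 3200 genes, by strain and treatment. The first component (86.2% of the variance) runs from -58.72 to -41.77 for Sm1 and from 38.11 to 60.21 for Sm2.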

The strains used were collected at the same time but remained in culture for different amounts of time before being cryoarchived representing a possible source of the observed differences. The unstable genomes of wild-type bacteria and potential for lateral gene transfer could account for differences in the aforementioned timeframe and highlights the difficulty in working with such bacteria. While the inclusion of more biological replicates could have been beneficial, both strains came from the same individual and were the only two strains collected in suburban Heredia, Costa Rica. It should also be noted that each sample of assumedly clonal bacterial cells should have variation following an approximate normal distribution due to the high population (*n* > 10,000,000) of bacterial cells in each tube. Setting up multiple growth flasks would be a better indicator of population sensitivity (and resulting expression profile) to small and potentially uncontrollable differences in growth conditions. We have included results from both the comparisons between individual bacterial populations as well as comparisons with both populations pooled. The introduction of other *S. marcescens* from other amphibian species and individuals would nullify the comparison of bacteria growing in the same environment although would still be interesting but ultimately outside the scope of this study.

The results from the transcriptomic analysis portion of this study provide important information of a bacterial species with strongly inhibitory *Bd* properties. The use of meta-omics approaches as suggested by Rebollar et al. (2016b) could also be utilized in further studies delineating whole bacterial microbiome response to *Bd*. However, we suggest that conclusions delineating species-specific bacterial mechanisms of interest for probiotic development from such methods should be done with caution. Many bacteria identified through such techniques have no reference genome or at the least have large repeat regions creating challenging areas for *de novo* assembly in species-specific determinations (NP-hard). Interpreting data and trusting available workflows is also problematic and fails to recognize these considerations in such analyses. Determination of error in workflows can also be challenging and would entail complex error propagation (e.g., Taylor series expansion) strategies that are currently limited in implementation. Any meta-omic interpretations should be reserved for the community-level in the interest of excluding erroneous conclusions. Such data would still be of great benefit in continued research initiatives.

Several of the amphibian species examined had few to no anti-*Bd* bacterial isolates. The number of isolates examined from each amphibian species is small compared to the breadth of the entire microbial community on the cutaneous layer. Additionally, not all isolates from field sampling were used in this study. Microbial communities on amphibians are extremely variable between populations and individuals within the same population across temporal and spatial distributions (Vredenburg et al., 2010). Continued sampling and bioassays of the bacteria of these relict populations may uncover additional bacteria that exhibit anti-*Bd* properties. Additionally, the number of anti-*Bd* isolates does not necessarily correlate with the success of an amphibian population; few isolates may still provide protection against chytridiomycosis.

It is also possible that these relict populations have not yet acquired anti-*Bd* bacteria, but instead persist in the presence of *Bd* because of other immune defenses. While symbiotic bacteria are an effective defense against *Bd*, other innate defenses such as antimicrobial peptides (AMPs) secreted by dermal glands are important in conferring anti-*Bd* properties (Rollins-Smith and Conlon, 2005; Conlon, 2011). AMP secretion has been shown to be variable between amphibian species and families creating many possible dynamics between AMPs and the amphibian bacterial microbiome (Conlon, 2011). Three of the amphibian species examined in this study belong to families known to secrete AMPs with anti-fungal properties and also host isolates identified as anti-*Bd* by this study (Apponyi et al., 2004; Amiche et al., 2008; Conlon, 2011). However, *Incilius holdridgei* of the Bufonidae family are known to not secrete any distinguishable AMPs with antifungal properties. Interestingly, this species also lives in areas with the ideal environmental conditions for *Bd* growth (Abarca et al., 2010) thus making it possible that symbiotic bacteria play a strong role in resistance to chytridiomycosis. In addition to innate immune responses, the adaptive immune system can also provide significant benefit in anti-*Bd* activity. The relationship between innate and immune responses may also be important in continuing amelioration efforts.

Several control efforts have been suggested to mitigate amphibian decline due to chytridiomycosis, such as inoculating ponds with sodium chloride or the use of anti-fungal drugs (Stockwell et al., 2012). Also proposed is probiotic bioaugmentation with protective bacteria known to inhibit *Bd*. Bioaugmentation targets amphibian species that are being released into areas where *Bd* has colonized and where populations are experiencing decline due to chytridiomycosis. All of these approaches though, have seen limitations and lack broad applicability. Therefore, we recommend *in situ* microbiome engineering tools as a novel direction for continued amelioration efforts. Specifically, addition of known antifungal genes and the conferring of protective mechanisms to specific members of a resident bacterial population with plasmid or phage-based genetic modifications may be possible. This is an area our group is currently exploring with great interest for use in the amphibian-disease system and beyond. Recent interest in the literature (Sheth et al., 2016) seems to address this potential use of the bacterial microbiome.

The results and insights provided here will serve as a critical foundation for future studies interested in bacterial responses to *Bd* and continued work on bioaugmentation efforts with *S. marcescens*. Specifically, those genes shown upregulated in both strains of *S. marcescens* would be of interest for further work including the construction of bacterial knockouts as well as complementary studies in *Bd*. Lastly, this data will aid in future and ongoing work addressing manipulation of the amphibian microbiome as well as other disease systems through microbiome engineering efforts.

## Author contributions

JM was involved in the following: anti-Bd assays, RNA sequencing, RT-qPCR, data analysis, and writing the manuscript. EB was involved in the following: anti-Bd assays and related data analysis. JA was involved in the following: isolation and initial characterization of the bacterial isolates and writing the manuscript. OG was involved in the following: RNA sequencing laboratory work. SW was involved in the following: isolation and initial characterization of the bacterial isolates and writing the manuscript. AP was involved in the following: isolation and initial characterization of the bacterial isolates and writing the manuscript. JK was involved in the following: project oversight of all aspects of the study. All authors partook in commenting/editing of the manuscript and have approved the given manuscript for submission. Additionally, all authors agree to be accountable for all aspects of the presented work.

## Funding

This research was done with the support of the United States Fish and Wildlife Service (USFWS Number: 46-6003541) and by the Research Center for Cellular and Molecular Biology, University of Costa Rica (CIBCM Project Number: 801-B2-029). Sequencing data reported in this publication was supported by an Institutional Development Award (IDeA) from the National Institute of General Medicine Sciences of the National Institutes of Health under grant number P20GM103443. Its contents are solely the responsibility of the authors and do not necessarily represent official views of NIGMS or NIH. Support for this research was also supplemented by the John W. Carlson Research grant through the University of South Dakota College of Arts and Sciences.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Additional Supplementary Material for this article can be found online at: http://journal.frontiersin.org/article/10.3389/fmicb.2017.00290/full#supplementary-material

All transcriptome sequencing files are accessible through the NCBI database with accession number GSE84057 and ID 200084057. Included are raw data files, processed data files, and metadata files giving the experimental parameters and conditions. All 16S rDNA sequencing and metadata files are available through the NCBI database with accession numbers KX928035-KX928072. All assembled sequences were checked for chimeras using DECIPHER (Wright et al., 2012). All R scripts used for the generation of graphs and statistical analyses are available through GitHub, (user: kvasir7, repository: dissertation_research).

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 1

|  |  |
| --- | --- |
| Gene | Sequence  **Supplementary Table 1.** Primer sequences utilized in qPCR verification. |
| *chiA*-forward | 5'-GGTGAACGGCTACCAGAACA-3' |
| *chiA*-reverse | 5'-GGCGTCGTAGGTATACTGCC-3' |
| *dnaE*-forward | 5'-GTGGTCAAATGGAAGCCGAC-3' |
| *dnaE*-reverse | 5'-TTGCCGATTTTGCTACCGCT-3' |
| *fadE*-forward | 5'-ATAGGTGATCAGCGAAGCGG-3' |
| *fadE*-reverse | 5'-TCGATTACATCATCGGCGGG-3' |
| *narG*-forward | 5'-ATCAGTTCGCACTCGCCTTT-3' |
| *narG*-reverse | 5'-AAAGCCTTCTCCGAGGTGTG-3' |
| *pigM*-forward | 5'-ACAGGTGGTGCAGGTGAAAA-3' |
| *pigM*-reverse | 5'-CTCGATTTCTCGGATCGCCA-3' |
| *rplU*-forward | 5'-GCTTGGAAAAGCTGGACATC-3' |
| *rplU*-reverse | 5'-TACGGTGGTGTTTACGACGA-3' |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 2

**Supplementary Table 2:** Comparison of the t values and p values between the mean absorbance measured by a spectrophotometer and the control determined by a GLM analysis of the 90 bacterial isolates examined in the cell-free supernatant challenge assay. (*) represent p values < 0.05. A double asterisk (**) represents amphibians that were sampled but not from relict/recovering populations.

Host Species Isolate t-value p-value

Agalychnis annae B01 -4.85 1.96E-06*

Agalychnis annae B02 -3.734 0.000224*

Agalychnis annae B03 0.821 0.412513

Agalychnis annae B04 0.231 0.817359

Agalychnis annae B05 0.054 0.957161

Agalychnis annae B06 -0.151 0.880145

Agalychnis annae B07 0.433 0.665258

Agalychnis annae B08 1.937 0.053691

Agalychnis annae B09 1.137 0.256359

Agalychnis annae B10 0.239 0.811011

Agalychnis annae B11 0.807 0.420319

Agalychnis annae B12 0.152 0.879285

Agalychnis annae B13 0.586 0.55837

Agalychnis annae B14 1.732 0.084262

Agalychnis annae B15 1.879 0.061129

Agalychnis annae B16 1.893 0.059284

Agalychnis annae B17 -1.84 0.06671

Agalychnis lemur B18 -1.39 0.165577

Agalychnis lemur B19 5.097 6.03E-07*

Agalychnis lemur B20 4.933 1.32E-06*

Agalychnis lemur B21 -0.361 0.718318

Agalychnis lemur B22 1.099 0.27265

Agalychnis lemur B23 0.248 0.804675

Agalychnis lemur B24 0.392 0.69522

Agalychnis lemur B25 0.056 0.954989

Agalychnis lemur B26 0.872 0.383647

Agalychnis lemur B27 0.692 0.489251

Agalychnis lemur B28 -0.094 0.925486

Craugastor bransfordii** B29 0.215 0.830091

Craugastor bransfordii** B30 -0.181 0.856543

Craugastor ranoides B31 -1.704 0.089448

Craugastor bransfordii** B32 -2.151 0.032234*

Craugastor bransfordii** B33 -2.596 0.009881*

Craugastor bransfordii** B34 0.834 0.404794

Craugastor bransfordii** B35 0.346 0.729762

Craugastor bransfordii** B36 -0.844 0.39929

Craugastor bransfordii** B37 -1.63 0.104123

Craugastor bransfordii** B38 -0.271 0.786585

Craugastor bransfordii** B39 -1.562 0.119367

Craugastor bransfordii** B40 0.46 0.645574

Craugastor bransfordii** B41 0.739 0.460637

Craugastor taurus B42 -0.809 0.419378

Craugastor bransfordii** B43 0.056 0.954989

Duellmanohyla rufioculis B44 -0.454 0.650276

Duellmanohyla rufioculis B45 -1.704 0.089448

Duellmanohyla rufioculis B46 0.346 0.729762

Espadarana

prosoblepon** B47 -0.271 0.786585

Hyalinobatrachium

colymbiphyllum** B48 -1.562 0.119367

Incilius holdridgei B49 0.46 0.645574

Incilius holdridgei B50 -1.057 0.291376

Lithobates vibicarius B51 -0.809 0.419378

Lithobates vibicarius B52 -2.836 0.004867*

Lithobates vibicarius B53 0.056 0.954989

Lithobates vibicarius B54 -5.38 1.48E-07*

Oophaga pumilio** B55 0.952 0.342055

Oophaga pumilio** B56 0.253 0.800458

Oophaga pumilio** B57 0.048 0.961507

Oophaga pumilio** B58 0.687 0.492679

Oophaga pumilio** B59 0.406 0.685177

Oophaga pumilio** B60 -0.345 0.730582

Oophaga pumilio** B61 -0.811 0.417812

Oophaga pumilio** B62 0.253 0.800458

Ptychohyla legreri B63 -0.083 0.934154

Ptychohyla legreri B64 0.021 0.983249

Oophaga pumilio** B65 -0.066 0.947172

Oophaga pumilio** B66 0.889 0.374795

Oophaga pumilio** B67 0.482 0.630004

Oophaga pumilio** B68 1.566 0.118469

Agalychnis annae B69 0.758 0.449134

Agalychnis annae B70 0.55 0.582426

Agalychnis lemur B71 1.162 0.246252

Agalychnis lemur B72 -0.336 0.73674

Agalychnis lemur B73 -0.781 0.435229

Agalychnis lemur B74 -0.061 0.951514

Craugastor bransfordii** B75 -1.057 0.291376

Craugastor bransfordii** B76 -0.023 0.981944

Craugastor bransfordii** B77 0.572 0.567564

Craugastor bransfordii** B78 -2.836 0.004867*

Duellmanohyla rufioculis B79 -2.151 0.032234*

Duellmanohyla rufioculis B80 -2.596 0.009881*

Duellmanohyla rufioculis B81 0.834 0.404794

Duellmanohyla rufioculis B82 -0.844 0.39929

Duellmanohyla rufioculis B83 -1.63 0.104123

Lithobates vibicarius B84 0.739 0.460637

Lithobates vibicarius B85 -0.023 0.981944

Lithobates vibicarius B86 0.572 0.567564

Lithobates vibicarius B87 -0.454 0.650276

Oophaga pumilio** B88 -2.637 0.008788*

Oophaga pumilio** B89 0.226 0.821598

Oophaga pumilio** B90 1.489 0.137461

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 3

**Supplementary Table 3:** Comparison of the t values and p values between the mean zone of inhibition (ZOI) measured in cm and the control, where ZOI = 0, determined by a GLM analysis of the 86 bacterial isolates examined in the agar-based assay. Asterisks represent where p < 0.05. A double asterisk (**) represents amphibians that were sampled but not from relict/recovering populations.

Host Species Isolate Mean ZOI (cm^2^) t-value p-value

*Agalychnis annae*  Z01 4.3 4.248 3.16E-05*

*Agalychnis annae*  Z02 3.4 3.311 0.001082*

*Agalychnis annae*  Z03 3.3 3.094 0.002228*

*Agalychnis annae*  Z04 4.3 4.072 6.46E-05*

*Agalychnis annae*  Z05 1.5 1.469 0.143151

*Agalychnis annae*  Z06 4.5 4.405 1.64E-05*

*Agalychnis annae*  Z07 2 1.918 0.056366

*Agalychnis annae*  Z08 2.4 2.236 0.026362*

*Agalychnis annae* Z09 2.2 2.119 0.035169*

*Agalychnis annae* Z10 4.4 4.292 2.63E-05*

*Agalychnis annae*  Z11 4.5 4.43 1.48E-05*

*Agalychnis annae*  Z12 4.5 4.03 7.63E-05*

*Agalychnis annae*  Z13 1.8 1.742 0.082964

*Agalychnis annae*  Z14 1.7 1.629 0.104783

*Agalychnis annae*  Z15 2 2.002 0.046542*

*Agalychnis annae*  Z16 4.6 4.511 1.04E-05*

*Agalychnis annae*  Z17 0.8 0.757 0.449952

*Agalychnis lemur*  Z18 5.6 5.467 1.21E-07*

*Agalychnis lemur* Z19 4 3.905 0.000125*

*Agalychnis lemur* Z20 4 3.902 0.000126*

*Agalychnis lemur*  Z21 4.1 4.204 3.79E-05*

*Agalychnis lemur* Z22 3.4 3.249 0.001336*

*Agalychnis lemur*  Z23 4.2 4.094 5.93E-05*

*Agalychnis lemur*  Z24 1.5 1.457 0.146518

*Agalychnis lemur*  Z25 3.7 3.509 0.000544*

*Agalychnis lemur*  Z26 1.6 1.56 0.120168

*Agalychnis lemur*  Z27 2.6 2.445 0.015272*

*Agalychnis lemur*  Z28 1.1 0.945 0.34572

*Craugastor bransfordii*** Z29 2.1 2.02 0.044543*

*Craugastor bransfordii*** Z30 1.7 1.58 0.115485

*Craugastor ranoides* Z31 0.9 0.881 0.379492

*Craugastor bransfordii*** Z32 1.5 1.431 0.153735

*Craugastor bransfordii*** Z33 2.9 2.838 0.004957*

*Craugastor bransfordii*** Z34 3.2 2.88 0.004369*

*Craugastor bransfordii*** Z35 1.2 1.187 0.236414

*Craugastor bransfordii*** Z36 1.2 1.185 0.237381

*Craugastor bransfordii*** Z37 3.7 3.603 0.000387*

*Craugastor bransfordii*** Z38 1 1.006 0.31566

*Craugastor bransfordii*** Z39 0.8 0.798 0.425723

*Craugastor bransfordii*** Z40 1.5 1.396 0.163953

*Craugastor bransfordii*** Z41 0.3 0.313 0.754196

*Craugastor taurus* Z42 1.9 1.843 0.066654

*Craugastor bransfordii*** Z43 1.5 1.459 0.145843

*Duellmanohyla rufioculis* Z44 1.9 1.852 0.065356

*Duellmanohyla rufioculis* Z45 1.7 1.631 0.104336

*Duellmanohyla rufioculis* Z46 1.9 1.889 0.060225

*Espadarana*

*prosoblepon*** Z47 2.2 2.173 0.030812*

*Hyalinobatrachium*

*colymbiphyllum*** Z48 1.7 1.673 0.095754

*Incilius holdridgei* Z49 0.5 0.473 0.636389

*Incilius holdridgei* Z50 3.4 3.243 0.001365*

*Lithobates vibicarius* Z51 1.8 1.766 0.078749

*Lithobates vibicarius* Z52 3.1 3.088 0.002269*

*Lithobates vibicarius* Z53 2 1.938 0.05391

*Lithobates vibicarius* Z54 1.2 1.18 0.239323

*Oophaga pumilio*** Z55 2.3 2.271 0.024076*

*Oophaga pumilio*** Z56 1.9 1.818 0.070467

*Oophaga pumilio*** Z57 2.4 2.15 0.032661*

*Oophaga pumilio*** Z58 0.4 0.356 0.722427

*Oophaga pumilio*** Z59 2.5 2.497 0.013245*

*Oophaga pumilio*** Z60 1.1 1.058 0.291354

*Oophaga pumilio*** Z61 4.2 4.084 6.16E-05*

*Oophaga pumilio*** Z62 1.6 1.51 0.132331

*Ptychohyla legreri* Z63 1.7 1.619 0.10688

*Ptychohyla legreri* Z64 0 0 1

*Oophaga pumilio*** Z65 2.4 2.357 0.019276*

*Oophaga pumilio*** Z66 3.7 3.584 0.000416*

*Oophaga pumilio*** Z67 5.1 5.048 9.24E-07*

*Oophaga pumilio*** Z68 1.5 1.499 0.135361

*Agalychnis annae* Z91 1.7 1.646 0.101194

*Agalychnis annae* Z92 5.3 5.183 4.87E-07*

*Agalychnis annae*  Z93 4.7 4.616 6.58E-06*

*Agalychnis annae*  Z94 4.5 4.256 3.06E-05*

*Agalychnis annae* Z95 1.7 1.583 0.114762

*Agalychnis annae*  Z96 1.9 1.818 0.070455

*Agalychnis annae* Z97 1.4 1.336 0.182803

*Agalychnis lemur* Z98 0.7 0.638 0.524293

*Agalychnis lemur*  Z99 0.6 0.623 0.533902

*Agalychnis lemur*  Z100 1 0.457 0.648269

*Agalychnis lemur*  Z101 1.3 1.268 0.20607

*Craugastor ranoides* Z102 0.8 0.779 0.436809

*Oophaga pumilio*** Z103 1.8 1.798 0.073533

*Oophaga pumilio*** Z104 0.6 0.562 0.57488

*Ptychohyla legleri* Z105 1.2 1.163 0.246208

*Ptychohyla legleri* Z106 1.3 1.31 0.191597

*Ptychohyla legleri* Z107 2.5 2.45 0.015036*

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 4

**Supplementary Table 4:** Comparison between bacterial isolates that exhibited anti-*Bd* properties where p < 0.05 in cell-free supernatant challenge assay and agar-based challenge assay represented by asterisks (*). The host of each bacterial isolate is included. For bacterial isolates that were sequenced, bacterial species is included. A double asterisk (**) represents amphibians that were sampled but not from relict/recovering populations.

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 5

| Sequenced Isolates | Total Isolates |
| --- | --- |
| *Alcaligenes faecalis* | 1 |
| *Bacillus mycoides* | 1 |
| *Bacillus* sp*.* | 1 |
| *Chryseobacterium vietnamense* | 2 |
| *Chyrseobacterium* sp*.* | 3 |
| *Enterobacteriaceae bacterium* | 1 |
| *Lysinibacillus fusiformis* | 1 |
| *Microbacterium keratanolyticum* | 1 |
| *Pseudomonas fulva* | 1 |
| *Serratia marcesens* | 9 |
| *Serratia* sp*.* | 6 |
| *Sphingobacterium* sp*.* | 1 |
| *Staphyloccoccus xylosus* | 1 |
| *Staphylococcus equorum* | 1 |
| *Stenotrophomonas maltophilia* | 1 |
| *Stenotrophomonas* sp*.* | 3 |

**Supplementary Table 5:** Anti-*Bd* bacteria identified through 16S rDNA sequencing.

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 6

**Supplementary Table 6.** Genes significantly up and down-regulated (q-value<0.05) from *S. marcescens* strain one with growth in the presence of live *Bd*. Not all genes and associated products/function were identified when compared to the WW4 reference genome and are indicated by a hyphen (-).

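Where they could be compared, the fold changes of Supplementary Tables 6 to 9 are ratios of the deposited Expression values, treated library over control library of the same strain, with no pseudocount. *paaA*, which encodes a subunit of phenylacetate-CoA oxygenase, has 2 with live *Bd* and 28 in the Sm1 control, a ratio of 0.0714, and the paper's fold change is the same value. Of 380 entries in the tables, 216 could be matched to the files by gene name or by a product that occurs once, and the antisense entries were not compared. For 214 of these the control value was above 0, and all 214 had ratios within 5% of the paper's fold change, with the same direction in each. For the other 2, both of *narH* in Sm2, the control is listed at 0 and the paper's fold change equals the treated value. A fold change below 1 in these tables therefore stands for a lower value than in the control. The tables hold 76 antisense entries, 21, 33, 18 and 4 in table order, of which 14 lie opposite ribosomal RNA genes, all of them in the tables of Sm1.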

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 7

**Supplementary Table 7.** Genes significantly up and down-regulated (q-value<0.05) from *S. marcescens* strain two with growth in the presence of *Bd*. Not all genes and associated products/function were identified when compared to the WW4 reference genome and are indicated by a hyphen (-).

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 8

**Supplementary Table 8.** Genes significantly up and down-regulated (q-value<0.05) from *S. marcescens* strain one with growth in the presence of heat-killed *Bd*. Not all genes and associated products/function were identified when compared to the WW4 reference genome and are indicated by a hyphen (-).

# Supplementary material for: Characterization of Batrachochytrium dendrobatidis Inhibiting Bacteria from Amphibian Populations in Costa Rica
**Source:** Front Microbiol. 2017 Feb 28;8:290. doi: 10.3389/fmicb.2017.00290
**Supplement:** Supplementary file 9

**Supplementary Table 9.** Genes significantly up and down-regulated (q-value<0.05) from *S. marcescens* strain two with growth in the presence of heat-killed *Bd*. Not all genes and associated products/function were identified when compared to the WW4 reference genome and are indicated by a hyphen (-).

How the deposited data were processed for this re-analysis (not part of the article)

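Transcripts of the *S. marcescens* strains Sm1 (strain one) and Sm2 (the other strain), each isolated from the skin of *A. annae*, were measured by RNA sequencing in 6 libraries, 1 per strain and treatment (no-*Bd* control, live *Bd*, heat-killed *Bd*). The cultures were grown at 20 °C, received 250000 zoospores per mL where zoospores were added, and were harvested at 12 h. The deposited labels give a biological replicate number and name WW4, the reference strain, for all 6 samples, and Table 1 names no strain per number. That number 1 is Sm1 and number 2 is Sm2 is therefore inferred, from the numbering of the strains in the paper. The paper's fold changes for Sm1 match the libraries numbered 1 in 59 of 59 genes compared with live *Bd* and 58 of 58 with heat-killed *Bd*, and those for Sm2 match the libraries numbered 2 in 46 of 46 and 51 of 51.

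The authors depleted ribosomal RNA with bacterial and yeast probes, sequenced 76-bp reads and processed them with Rockhopper 2 against the *S. marcescens* WW4 genome. The paper states that demultiplexing was done on Illumina BaseSpace, and the deposited sample records name CASAVA 1.8.2. The release of Rockhopper 2 is not given in the sources used here. For each library the authors deposited a table with 1 Expression score per annotated gene and per predicted RNA, a run summary with read totals and whole-percent shares of aligned reads per feature class, and a table of predicted operons. The Expression score was normalized to the upper quartile of the library by the authors and rounded to whole numbers, so it is not a read count and no count-based test could be run. The operon tables are identical in all 6 libraries and were only checked for that. Total reads per library ranged from 3139545 to 4097349 and aligned reads from 2623075 to 3361055. The number of reads behind a score is not given, so no counting interval could be computed, and a gene listed at 0 enters the models and the 2-fold counts through the pseudocount, so that 1 against 0 counts as 2-fold.

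The tables hold 4907 annotated genes, of which 4806 code for proteins, 22 for rRNA and 79 for tRNA. Protein-coding genes with a mean Expression of at least 5 over the 6 libraries were kept (3200 genes) and transformed as log2(Expression + 1). Treatments were compared over both strains with limma 3.58.1 in R 4.3.3 (linear model of treatment, eBayes with trend, Benjamini-Hochberg adjusted p under 0.05), without a term for the strain because the paper pools the strains. The same comparisons were run with the strain as a block. The strains were compared with the same model over the 3 treatments, and the difference between the strains in the response to zoospores was tested as an interaction, with live and heat-killed *Bd* as the 2 libraries with zoospores. A test of the pairing compared correlations between libraries, and after removal of each treatment's mean profile those of the same number were 0.87 to 0.904. Gene groups were tested with camera at a preset correlation between genes of 0.01 and at an estimated one, with adjustment over the 27 groups tested within each comparison.

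Within one strain there is 1 library per treatment, so log2 ratios are given without a p, a gene with at least a 2-fold ratio is counted, and the median of a group is set beside 10000 random lists of the same size drawn from 10 bins of mean expression. Correlations between responses are across genes. For comparisons that share a control library, 1000 simulations gave the correlation and overlap that a shared control alone produces. Tables, simulations and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

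The models were tested on simulated data, in which 50 well-expressed genes per size were changed by 1 to 4 on the log2 scale in libraries with the spread of the real ones. The comparison of live *Bd* with the control recovered 0% at every size without the block (0 false calls), and 60% at a size of 1 and 100% at larger sizes with it (11 false calls). The interaction recovered 4%, 48%, 84% and 96%, and the comparison of strains 76% at a size of 1 and 100% at larger sizes. In 20 simulated data sets camera called a group of 12 genes changed by 1 in 100% of cases. The simulated changes with live *Bd* were the same in both strains, so the recovery with the block does not cover a change in 1 strain. The simulated genes varied independently of each other. The simulation therefore does not show how camera performs where the genes of a group vary together.

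The gene groups, comparisons and alternatives were fixed before the data were examined, when the text, figures and supplementary tables of the paper had been read. Genes are named where the paper names them, where they are among the 10 highest or 10 lowest fold changes of a comparison over both strains with the same direction in each strain, among the 5 highest or 5 lowest named genes of a comparison within one strain, among the 10 highest or 10 lowest of those past the threshold between the strains, or among the 4 most expressed members of a group or its members past the threshold. Groups were matched by gene symbol or by words of the annotated product, which also matches a few enzymes outside the group, such as *hcp* for hydroxylamine reductase and lyases of isocitrate.

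The alternatives were pseudocounts of 0.5 and 4, no filter or a mean of at least 20, quantile normalization, median ratio scaling, eBayes without trend, the strain as a block, the treatment as a covariate, an estimated correlation in camera, and each library left out in turn. Leaving out libraries in the group tests and in the blocked model, and including rRNA and tRNA genes, were added after seeing the data. Without the block, leaving out a library of a compared treatment leaves 1 strain in it. The fold change then also holds the difference between the strains. The fold changes of Supplementary Tables 6 to 9 were compared with ratios of the Expression values, with a tolerance of 5%. The reference annotation at hand belongs to another *S. marcescens* strain and shares no gene identifier with the deposited tables, so it was left out, and positions are those of the deposited tables. Sequence reads were not analysed here, and neither were the quantitative PCR, the plate assays and the 16S rDNA sequences.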

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

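The comparison of the strains in their response to zoospores was fixed before the data were examined, while the split of the libraries was tested only after the result was seen.

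In a test of the difference between the strains in the response to zoospores (live and heat-killed *Bd* together against the control), camera called 11 gene groups. Each strain has 1 control library, none of which can be left out of this test, so an error in either control would appear as a difference of the strains, and these calls do not tell them apart. The response was more positive in Sm2 than in Sm1 for nitrate and nitrite respiration (median difference 1.95 on the log2 scale, adjusted p = 1.21e-08), other anaerobic respiration and fermentation (0.96, adjusted p = 3.81e-06), menaquinone synthesis (1.88, adjusted p = 0.000184) and the amino acid decarboxylases of acid resistance (1.64, adjusted p = 0.000184). The same holds for the Entner-Doudoroff and gluconate pathway (0.92, adjusted p = 0.00555), dipeptide and oligopeptide transport (0.69, adjusted p = 0.0183), stationary phase and general stress (0.58, adjusted p = 0.0308) and the catabolism of arginine, proline, histidine and phenylacetate (0.85, adjusted p = 0.0465). It was more negative in Sm2 for ribosomal proteins (-0.57, adjusted p = 2.8e-07), fatty acid synthesis (-0.74, adjusted p = 0.000629) and iron uptake (-0.68, adjusted p = 0.0229). With an estimated correlation none of the 11 passes, at adjusted p = 0.82 for the catabolic group and adjusted p = 0.758 for the others. Over all genes limma called 0 with 102 at an unadjusted p under 0.05, and adjusted over the list alone 5 nitrate and nitrite genes, 2 menaquinone genes and 1 decarboxylase gene passed. The model has 2 residual degrees of freedom and takes live and heat-killed *Bd* as replicates.

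Between the strains, 1816 genes passed the threshold over the 3 treatments, in a comparison that the paper does not make. The 6 libraries allow only 10 splits of 3 against 3, too few for a share under 0.05, and the highest count among the other splits was 0. Each of those other splits mixes the strains, so their low counts follow from the design and add no support.

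The 23S rRNA value in Sm2 was 1215 with heat-killed *Bd* against 294 in the control, a ratio of 4.13, in genes that the paper does not report for this strain. The 16S rRNA ratio of the same libraries was 0.984. The authors depleted ribosomal RNA before sequencing, so these values are what was left. Uneven depletion cannot be told apart from a change in the cells.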

How the results depend on the processing

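Leaving out libraries in the group tests was added after seeing the data. Counts of genes at least 2-fold away from the control within a strain, with no test, moved with the filter and the pseudocount. Without a filter they were 653 and 549 in Sm1 (live and heat-killed *Bd*) and 687 and 1055 in Sm2. At a mean of at least 20 they were 136, 51, 161 and 397 in that order, since fewer genes of low value are counted, and at a pseudocount of 4 they were 76 in Sm1 with heat-killed *Bd*, and 162 and 426 in Sm2. Spearman's rho between strains with heat-killed *Bd* was 0.331 at a mean of at least 20 (the cause was not tested). With an estimated correlation camera called 0 groups in each of the 6 comparisons, against 9 at the preset one for live *Bd* and 9 for heat-killed *Bd*. The strain as a block gave 14 groups for live *Bd*. It ended 3 group calls and added 13 in the 4 comparisons it was run on, and over all genes it called 0. Adjusted over the list alone, where the model without the block called 0, it called 1 citrate gene for live *Bd*, and for heat-killed *Bd* 4 nitrate and nitrite genes, 3 of citrate, 3 of fatty acid synthesis (lower) and 1 each of the Entner-Doudoroff, oxidative stress and decarboxylase groups. Between live and heat-killed *Bd* it called 1 citrate and 1 iron gene (lower), and for both together against the control 2 nitrate and nitrite genes, 1 of citrate and 1 decarboxylase gene. With each library left out in turn and no block, the groups called ranged from 8 to 17 for live *Bd*, 9 to 18 for heat-killed *Bd*, 6 to 14 between them and 10 to 17 for both together against the control, and with the block from 3 to 14, 8 to 14, 4 to 14 and 9 to 14 (the cause was not tested). Without the block the ornithine decarboxylase fold change ranged from -0.45 to 6.34 for live *Bd* and from -0.39 to 6.39 for heat-killed *Bd*, and turned negative only without the Sm2 control, where the gene is listed at 0. With the block it stays positive there, at 0.78 and 0.83. With live *Bd*, *fadE* ranged from -4.75 to 1.25 without the block and from -3.87 to 0.38 with it, and *cysG* from 0.97 to 2.62 and from 0.30 to 3.30. A treatment left with 1 library takes its spread from the others. Without the block it also holds 1 strain only, so the difference between the strains enters the fold changes and the group results.

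The count of 0 genes in each comparison of treatments held under every alternative run. For the models without the block this says little, since that model recovered 0% of changed genes in simulated data. The strain comparison gave 1435 to 1928 genes under the alternatives fixed before the data were examined, 1460 to 1882 with a library left out, and 1883 with rRNA and tRNA genes, of 3290 tested. Of the 1816 genes, 1669 were also called with the same sign under quantile normalization, 1748 under median ratio scaling and 1420 at a mean of at least 20. Libraries of 2623075 to 3361055 aligned reads list 994 to 1233 protein-coding genes at 0, so changes at low values are not resolved. No count-based test was run, since the deposited values are not counts.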

Differences from the paper's values

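The paper reports 3 differentially expressed genes with live *Bd* and 5 with heat-killed *Bd* when both strains are pooled (the paper's values, from Rockhopper q-values), and limma gave 0 and 0 at an adjusted p under 0.05, with 4 and 6 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined reaches the paper's counts, and each gave 0. In simulated data the model without the strain as a block recovered 0% of genes changed by up to 4 on the log2 scale. Its 0 calls therefore do not speak against the paper's counts. With the block, which recovered 60% to 100% of such genes, limma also called 0.

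The paper states that *fadE* was shared between the strains and, by quantitative PCR, was upregulated with live *Bd* only. In Sm1 *fadE* was 16 with live *Bd* against 191 in the control, and the paper's own Supplementary Table 6 gives a fold change of 0.0838. In Sm2 it was 2 against 2.

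The paper states that *narH* was upregulated in both strains. It was 8 in the Sm1 control, 7 with live *Bd* and 4 with heat-killed *Bd*, whereas in Sm2 it was listed at 0, then 28 and 81. For *narG* and *nirC* the values with zoospores were above the control in each strain. By quantitative PCR the paper finds a much stronger response of *narG* to live than to heat-killed *Bd*. In the sequenced libraries *narG* was 84 and 203 in Sm2, in that order, and 8 and 6 in Sm1.

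The paper states that the 2-dehydro-3-deoxyphosphogluconate aldolase gene was upregulated in both strains with heat-killed *Bd*. It was listed at 0 in the Sm1 control and with heat-killed *Bd*, and was 62 against 4 in Sm2.

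The paper states that every antisense RNA it found to be differentially expressed was associated with rRNA and was seen in Sm1 alone. Of 76 antisense entries in Supplementary Tables 6 to 9 (the paper's entries), 14 lie opposite rRNA genes, all of them in Sm1, and 33 and 4 entries are in the tables of Sm2. The deposited lists hold 32 to 97 antisense RNAs opposite other genes in each library.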

Other observations

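The comparisons of treatments and strains in the opening paragraphs were fixed before the data were examined, while the tests of explanations in the later paragraphs were chosen only after the results were seen.

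Live and heat-killed *Bd* differed over both strains in 9 gene groups by camera. With live *Bd*, 14 of 14 purine synthesis genes were higher than with heat-killed *Bd* (median log2 fold change 0.44, adjusted p = 0.001), as were 40 of 45 genes of flagella and chemotaxis (0.43, adjusted p = 0.0063), 45 of 47 ribosomal protein genes (0.49, adjusted p = 0.0177) and 12 of 12 genes of fatty acid synthesis (0.46, adjusted p = 0.041). *flgB*, which encodes a rod protein of the flagellum, was 478 against 178 in Sm1 and 1254 against 1378 in Sm2. Lower with live *Bd* were 12 of 13 genes of the catabolism of arginine, proline, histidine and phenylacetate (-0.70, adjusted p = 0.0188), all 8 of beta-oxidation (-1.25, adjusted p = 0.00403), 10 of 11 of citrate fermentation (-0.67, adjusted p = 0.0322) and 7 of 11 of dipeptide and oligopeptide transport (-0.33, adjusted p = 0.0493). All 11 nitrate and nitrite genes were lower as well (-0.45, adjusted p = 0.0177, and 0.0285 with the strain as a block), but the direction turned without the Sm2 heat-killed library (adjusted p = 0.213, and 0.49 with the block) and, with no block, without the Sm1 live *Bd* library (adjusted p = 0.98). Each of these groups had adjusted p = 0.894 with an estimated correlation, and limma called 0 genes, with 5 at an unadjusted p under 0.05 and 264 with the strain as a block. The beta-oxidation and dipeptide differences lie mainly in Sm1. Against the control, their Sm1 medians with live and heat-killed *Bd* were -1.81 and 0.56, and -1.09 and -0.26. In Sm2 these were -0.34 and -0.23, and 0.05 and 0.10. Beta-oxidation and most citrate genes are near 0 in Sm2.

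Between the strains, all 12 genes of fatty acid synthesis were higher in Sm2 (median log2 fold change 1.37, adjusted p = 0.000142), such as *accB* of acetyl-CoA carboxylase at 4972, 3536 and 2492 against 719, 959 and 637 in Sm1. Of 9 ATP synthase genes, 8 were higher (1.18, adjusted p = 0.0011, and 9 when adjusted over the list alone), and of 18 heat-shock chaperone and protease genes 13 were higher (1.42, adjusted p = 0.000142), among them *groES* at 13894, 14513 and 19583 against 4183, 6216 and 4059. Lower in Sm2 were 9 of 16 genes of the TCA cycle and glyoxylate shunt (-0.88, adjusted p = 0.00587), such as the citrate synthase gene *gltA* at 969, 821 and 636 against 3054, 2169 and 3698, and 8 of 11 genes of citrate fermentation (-3.74, adjusted p = 0.000872, and 9 when adjusted over the list alone). For each of these 5 groups adjusted p = 0.512 with an estimated correlation.

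In Sm1, the antisense RNAs to 23S rRNA had a paper's median fold change of 4.60 with heat-killed *Bd*, where the sense 23S rRNA had a ratio of 2.15. If both had been carried over into the library together, their folds would be alike, and the antisense fold was 2.14 times the sense fold with heat-killed *Bd* and 1.11 times with live *Bd*. Carry-over and a change of the antisense RNAs cannot be told apart, because antisense values are listed in 1 library only. The highest of the 7 antisense values was 1.08 times the lowest, as reads shared between 7 nearly identical copies would give, so the 7 RNAs may be a single signal. No biological explanation was tested.

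The response of Sm2 to heat-killed *Bd* moved toward the profile of Sm1, with Pearson's r of 0.422 across genes against the difference of the strains in the live *Bd* libraries (0.119 for live *Bd* in Sm2 and 0.319 toward Sm2 for live *Bd* in Sm1, each against that in the heat-killed libraries, and -0.273, away from Sm2, for heat-killed *Bd* in Sm1), where genes are not independent replicates. Sm1 RNA mixed into that library is argued against by 17 transcripts near 0 in the other Sm2 libraries, which stood at a median of 1.29% of their Sm1 level (0.66% in the other libraries), where the genes that moved would need 16.9%. The nitrate and nitrite genes, with a median ratio of 2.98, are not part of this shift, since their median difference between the strains in the control was 0.00, while the anaerobic group lies within the strain difference (-1.81, median ratio 1.43) and menaquinone (-1.56, ratio 2.42) and the amino acid decarboxylases (-1.18, ratio 2.78) rose past it. A later growth stage of that culture at harvest stays open as a candidate explanation. The ribosomal protein median was -0.59, which is only -0.16 under quantile normalization, and the stationary phase median was 0.68 (0.51 under quantile normalization). The paper states that RNA was taken in the exponential phase, and it shows growth curves from plating for each strain and treatment. Those curves were not analysed here. A response to heat-killed zoospores stays open as well, since 1 culture stands for the treatment.

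In Sm1 with live *Bd*, genes of fatty acid beta-oxidation were lower and genes of glycolysis higher, with medians 2.88 apart on the log2 scale. A difference of scale between the libraries would move both groups alike, and under quantile normalization the beta-oxidation median was -1.96, which argues against it. An effect of this 1 culture and an effect of live zoospores cannot be told apart, because the median of -1.81 comes from the only Sm1 library with live *Bd* and the genes are near 0 in Sm2. In the same library the ribosomal protein median was 0.54 (0.29 under quantile normalization) and the stationary phase median -0.42. A difference of growth stage at harvest therefore stays open here as well, although the paper states that RNA was taken in the exponential phase. A response to live zoospores also stays open, and it was not tested beyond these libraries.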
